# An intestinal sphingolipid confers intergenerational neuroprotection

**DOI:** 10.1038/s41556-023-01195-9

**Published:** 2023-08-03

**Authors:** Wenyue Wang, Tessa Sherry, Xinran Cheng, Qi Fan, Rebecca Cornell, Jie Liu, Zhicheng Xiao, Roger Pocock

**Keywords:** Caenorhabditis elegans, Gene regulation

## Abstract

In animals, maternal diet and environment can influence the health of offspring. Whether and how maternal dietary choice impacts the nervous system across multiple generations is not well understood. Here we show that feeding *Caenorhabditis elegans* with ursolic acid, a natural plant product, improves axon transport and reduces adult-onset axon fragility intergenerationally. Ursolic acid provides neuroprotection by enhancing maternal provisioning of sphingosine-1-phosphate, a bioactive sphingolipid. Intestine-to-oocyte sphingosine-1-phosphate transfer is required for intergenerational neuroprotection and is dependent on the RME-2 lipoprotein yolk receptor. Sphingosine-1-phosphate acts intergenerationally by upregulating the transcription of the acid ceramidase-1 (*asah-1*) gene in the intestine. Spatial regulation of sphingolipid metabolism is critical, as inappropriate *asah-1* expression in neurons causes developmental axon outgrowth defects. Our results show that sphingolipid homeostasis impacts the development and intergenerational health of the nervous system. The ability of specific lipid metabolites to act as messengers between generations may have broad implications for dietary choice during reproduction.

## Abstract (web summary)

Wang et al. show that intestinal sphingosine-1-phosphate is transferred to oocytes and influences sphingolipid metabolism in the next generations. In the offspring, sphingosine-1-phosphate protects *Caenorhabditis elegans* neurons against axon fragility.

## Main

Animal exposure to environmental and dietary changes can modify the physiology and development of offspring^1,2^. Certain parentally acquired traits may also be inherited over multiple generations^3,4^. Epigenetic mechanisms of inheritance exploiting small RNAs, DNA methylation and chromatin modifications have previously been defined^2–7^. However, the role of maternal provisioning to offspring as a means of multigenerational inheritance has not been well explored. Maternal provisioning potentially enables the inheritance of information beyond nucleic acids—affording the transmission of lipids, proteins and metabolites^8^. Such information flow could directly report ancestral experience to alter the physiology and development of offspring across generations, and potentially shape the evolutionary trajectory.

Whether altered maternal metabolism and provisioning impacts the neuronal health of offspring across generations is an open question and challenging to resolve. The *Caenorhabditis elegans* model is used to dissect epigenetic mechanisms due to its short generation time and straightforward genetics^3,4,7^. *C. elegans* is also suitable for analysing the temporal effects of dietary and environmental changes, as such conditions can be precisely controlled. Furthermore, defined *C. elegans* neurodevelopmental and disease models allow potential multigenerational effects to be examined^9,10^. We therefore used *C. elegans* to identify molecules that may regulate neuronal health across generations.

Axons are long cytoplasmic projections that transmit information between neurons. Neuronal health maintenance requires the transport of cargo (organelles, RNA, proteins and lipids) along the axonal cytoskeleton^11,12^. Microtubules are major cytoskeletal components comprised of cylindrical structures assembled from α- and β-tubulin heterodimers that mediate intracellular transport^11,13^. Defective microtubule structure disrupts the supply of essential materials and is associated with multiple neurodegenerative disorders^14^. Therefore, identification of molecular mechanisms supporting axonal health under conditions of suboptimal microtubule-associated intracellular transport is important. Posterior lateral mechanosensory (PLM) neurons in *C. elegans* extend axons along the length of the animal to coordinate touch responses^15^. A previous study showed that loss of the MEC-17 (a homologue of αTAT1) α-tubulin acetyltransferase causes progressive adult-onset PLM axon degeneration^9^. MEC-17 loss causes microtubule instability and aberrant axonal transport, resulting in disrupted distribution of mitochondria and synaptic proteins^9^. Degeneration of PLM axons is caused by axon fragility, as the phenotype is suppressed by paralyzing *mec-17*-mutant animals^9^. Furthermore, PLM axon fragility in *mec-17* mutants is exacerbated in animals with increased body length (for example, *lon-2* mutants), probably due to the added demand on axonal transport that is required to maintain a longer axon^9^. We used the well-defined MEC-17 and LON-2-deficient axon fragility model to identify mechanisms that maintain axon integrity across generations.

In this paper we show that supplementation with the natural product ursolic acid (UA), specifically during oocyte production, promotes axon transport and reduces axon fragility intergenerationally in *C. elegans*. Ursolic acid protects axons by upregulating expression of the sphingolipid biosynthetic enzyme acid ceramidase-1 (*asah-1*) gene in the intestine. Intestine-to-oocyte transport of sphingosine-1-phosphate (S1P), a downstream bioactive sphingolipid metabolite, in maternal yolk is required for intergenerational neuroprotection through upregulation of *asah-1* expression in subsequent generations. Furthermore, we show that transcriptional regulation of *asah-1* is dependent on the intestinal transcription factors PQM-1 (GATA zinc finger) and CEH-60 (three-amino-acid loop extension (TALE) class). Together, our study reveals that a short-term dietary supplement during the maternal reproductive period can be neuroprotective over multiple generations—providing a paradigm for intergenerational inheritance of health-promoting traits. We propose that intergenerational regulation of metabolism and metabolic gene expression is a universal principle underlying intergenerational inheritance across evolution.

## UA reduces axon fragility intergenerationally

To identify axon health-promoting molecules, we examined the morphology of PLM neurons in wild-type and *mec-17(ok2109);* *lon-2(e678)* animals (Fig. 1). As shown previously, the *mec-17(ok2109);* *lon-2(e678)* animals exhibited approximately 50% penetrant PLM axon breaks in day 3 adults (Fig. 1b,d)^9^. In a screen of natural products, we identified UA as a suppressor of axon fragility in *mec-17(ok2109);* *lon-2(e678)* animals (Fig. 1 and Extended Data Fig. 1). Ursolic acid is a lipophilic pentacyclic triterpenoid acid found in plants that has broad biological functions, acting as an anti-inflammatory, antioxidant and neuroprotective molecule^16,17^ (Fig. 1c). To assess the potency of UA-induced neuroprotection, we fed *mec-17(ok2109);* *lon-2(e678)* mothers with different concentrations of UA and examined the fragility of the PLM axons (Fig. 1a–d and Extended Data Fig. 2a). We found that the *mec-17(ok2109);* *lon-2(e678)* F_1_ progeny of animals incubated with 50 μM UA from larval stage 4 (L4) had reduced axon degeneration (Fig. 1d and Extended Data Fig. 2a). To determine whether the UA-induced suppression of axon fragility was due to reduced body length or motility, we used WormLab tracking. We found no change in the motility or body length of *mec-17(ok2109);* *lon-2(e678)* animals exposed to UA compared with the controls, which suggested a molecular rather than physical effect (Extended Data Fig. 2b–e).

**Fig. 1:**
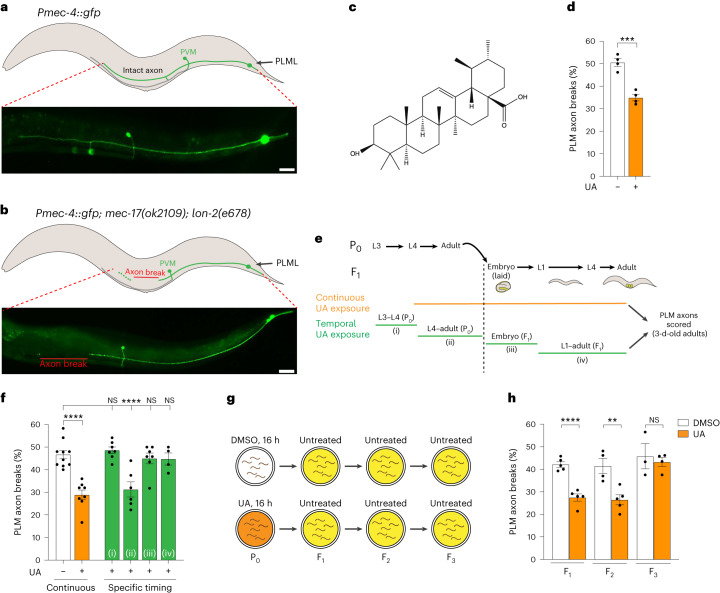
UA promotes neuronal health across generations. **a**,**b**, Schematics (top) and fluorescence micrographs (bottom) of posterior lateral mechanosensory left (PLML) anatomy in wild-type (**a**) and *mec-17(ok2109);* *lon-2(e678)* (**b**) animals expressing the *Pmec-4::gfp* transgene (*zdIs5*). Left lateral view, anterior to the left. Scale bars, 25 μm. **b**, A typical PLM axon break (red line) observed in adult (3-d-old) *mec-17(ok2109);* *lon-2(e678)* animals is indicated. **c**, Chemical structure of UA. **d**, Adult *mec-17(ok2109);* *lon-2(e678)* F_1_ animals exposed to UA (50 μM) from P_0_ L4 to day 3 of F_1_ had reduced PLM axon breaks. **e**, Timeline of UA exposure. The stages of *C. elegans* development relevant to UA exposure in the P_0_ and F_1_ generations are shown (top). Vertical dashed line, demarcation between the P_0_ and F_1_ generations. **f**, Continuous UA exposure (P_0_ L4 larva to F_1_ adult) reduces PLM axon breaks in *mec-17(ok2109);* *lon-2(e678)* animals. Specifically, UA exposure of P_0_ animals from the L4 larval stage to adult (ii), but not earlier (i) or later ((iii) and (iv)) stages results in a reduction in PLM axon breaks in *mec-17(ok2109);* *lon-2(e678)* animals. **g**, Experimental scheme for the intergenerational inheritance experiment. P_0_ animals (L4 larvae) were treated with DMSO (control) or UA for 16 h. Animals of each generation were allowed to lay eggs on untreated plates for 3 h and the adults (3-d-old) were assessed for axon breaks. **h**, The progeny of *mec-17(ok2109);* *lon-2(e678)* P_0_ mothers exposed to UA for 16 h (L4 to young adult) have reduced PLM axon breaks for two generations (F_1_ and F_2_). **d**,**f**,**h**, *n* = 101 and 103 (**d**); **f**, *n* = 249, 199, 173, 151, 166 and 107 (**f**); and *n* = 126, 128, 103, 128, 77 and 97 (**h**) hermaphrodite animals per condition (left to right). *P* values were determined using a one-way analysis of variance (ANOVA; **f**) or unpaired Student’s *t*-test (**d**,**h**). ****P ≤ 0.0001; ***P ≤ 0.001; **P ≤ 0.01; and NS, not significant. Error bars indicate the s.e.m. Source data are provided. Source data

We investigated whether there was a critical developmental period for UA to reduce PLM axon fragility. For this, we exposed *mec-17(ok2109);* *lon-2(e678)* animals to UA at the following stages of *C. elegans* development: P_0_ L3 to L4 (during sperm generation and before oocyte production), P_0_ L4 to adult (oocytes and sperm present), F_1_ embryo to L1 (embryogenesis) and F_1_ L1 to adult (larval stages and adult; Fig. 1e). We found that axon breaks in the F_1_ adult progeny were only reduced when P_0_ hermaphrodites containing oocytes and sperm (P_0_ L4 to adult) were exposed to UA (Fig. 1e,f). Furthermore, a reduction in PLM axon breaks was not observed in P_0_ animals or their F_1_ progeny when the P_0_ embryos were exposed to UA, suggesting that UA does not penetrate the eggshell (Extended Data Fig. 2f). These data suggest that the UA health-promoting effect is deposited in gametes to maintain axonal health through to adulthood. We thus examined whether UA can protect the nervous system in subsequent generations. We incubated P_0_ L4 hermaphrodites with dimethylsulfoxide (DMSO; control) or UA for 16 h and then transferred the now adults to untreated plates to lay eggs for 3 h (Fig. 1g). These F_1_ eggs therefore underwent oocyte maturation during UA exposure. When the F_1_ animals reached the L4 stage, a cohort were transferred to lay eggs for analysis of the next generation and the remainder matured until day 3 of adulthood to examine PLM axon health (Fig. 1g,h). We repeated this process for the subsequent generations. We found that incubation with UA during P_0_ oocyte maturation reduced PLM axon breaks in the F_1_ and F_2_ generations but not the F_3_ generation (Fig. 1g,h), revealing an intergenerational neuroprotective effect of UA.

## Inherited neuroprotection requires intestine–oocyte transport

How does UA protect the nervous system intergenerationally? As the functional period is during oocyte production and maturation, we hypothesized that UA may affect maternal yolk provisioning to oocytes. Yolk synthesized in the intestine of *C. elegans* hermaphrodites contains lipids and lipoproteins that provide oocytes, and thus embryos, with nutrients for development^8^. Oocyte yolk import occurs through endocytosis and requires receptor-mediated endocytosis-2 (RME-2), a low-density lipoprotein receptor^18^. We found that RME-2 is required for UA to reduce PLM neuron fragility, providing support for a role for intestine–oocyte transport (Fig. 2a). Animals lacking RME-2 are also defective in the transport of RNAs that are major transmitters of epigenetic inheritance^19^. The HRDE-1 argonaute and ZNFX-1 helicase are critical for small-RNA inheritance; however, *hrde-1* and *znfx-1* are dispensable for UA to reduce PLM breaks intergenerationally (Fig. 2b,c)^20–22^. These data suggest that UA stimulates alternative factors in the maternal yolk and that this information optimizes the oocyte/embryonic environment to promote axon health.

**Fig. 2:**
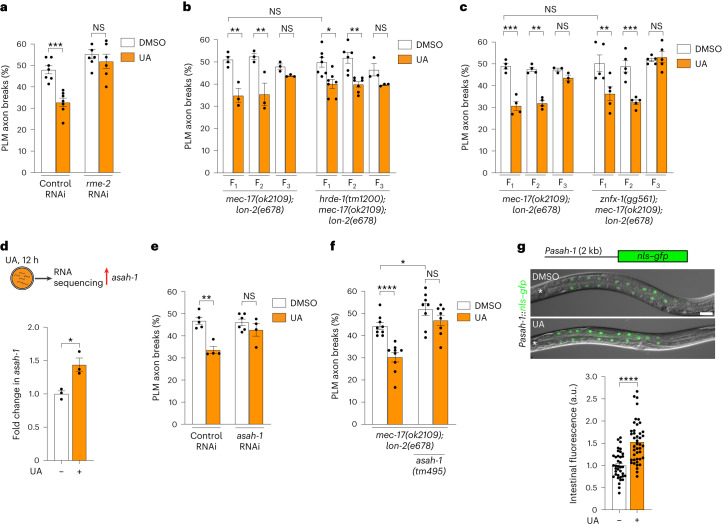
UA induces acid ceramidase (*asah-1*) expression to promote neuronal health. **a**, RNAi-mediated knockdown of *rme-2* suppresses UA-induced reduction of PLM axon breaks in *mec-17(ok2109);* *lon-2(e678)* animals. **b**,**c**, The progeny of P_0_ mothers (*mec-17(ok2109);* *lon-2(e678)*, *hrde-1(tm1200);* *mec-17(ok2109);* *lon-2(e678)* (**b**) and *znfx-1(gg561);* *mec-17(ok2109);* *lon-2(e678)* (**c**) animals) exposed to UA for 16 h (L4 to young adult) have reduced PLM axon breaks for two generations (F_1_ and F_2_). Experimental timing as in Fig. 1g. **d**, Schematic of transcriptome analysis following UA exposure (top). Total RNA was isolated from L4 larvae exposed to UA for 12 h (compared with the DMSO control). *asah-1* was upregulated following UA exposure (Supplementary Table 1). The upregulation of *asah-1* messenger RNA in wild-type L4 larvae after 12 h of UA exposure was independently confirmed using qPCR (bottom; *n* = 3 independent experiments). The housekeeping gene *cdc-42* was used as the control. **e**,**f**, Loss of *asah-1* by RNAi (**e**) or gene deletion (**f**) suppresses the ability of UA to reduce PLM axon breaks in *mec-17(ok2109);* *lon-2(e678)* animals. **g**, Representative fluorescence micrographs (top) and calculated levels (bottom) of the *Pasah-1::nls::gfp* transcriptional reporter. Expression was detected in the intestine from late embryogenesis through to adult (see Extended Data Fig. 4). *Pasah-1::nls::gfp* expression increased in animals exposed to UA for 12 h compared with the controls (DMSO); a.u. arbitrary units. Lateral views, anterior to the left, of L4 larvae are shown. Pharynx marked by a white asterisk. Scale bar, 25 μm. **a**–**c**,**e**–**g**, *n* = 186, 186, 162 and 154 (**a**); *n* = 90, 69, 61, 65, 71, 71, 160, 156, 145, 158, 73 and 68 (**b**); *n* = 98, 101, 99, 100, 76, 71, 115, 115, 115, 114, 116 and 121 (**c**); *n* = 126, 101, 148 and 94 (**e**); *n* = 223, 220, 202 and 194 (**f**); and *n* = 37 and 43 (**g**) hermaphrodite animals per condition (left to right). **a**–**g**, *P* values were determined using an ANOVA (**a**–**c**,**e**) or unpaired Student’s *t-*test (**d**,**f**,**g**). ****P ≤ 0.0001; ***P ≤ 0.001; **P ≤ 0.01; *P ≤ 0.05; and NS, not significant. Error bars indicate the s.e.m. Source data are provided. Source data

## UA induces intestinal acid ceramidase expression

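RNA sequencing (RNA-seq) was performed on wild-type N2 larvae in 3 groups of 5 libraries. Larvae fed for 34 h were kept for a further 12 h with 50 µM ursolic acid (UA), with DMSO or without treatment. UA is a triterpenoid of plants and DMSO is its solvent. The replicate number of a library is also its batch, so each of the 5 batches held 1 UA, 1 DMSO and 1 untreated library. The authors mapped single-end reads to the WBcel235 genome and assigned them to the exons of gene models. They deposited the unnormalized count of reads on each of 20541 genes. The paper's text does not name the strandedness of the libraries or the handling of reads that map to several genes. Total counts ranged from 20644549 to 27474535 per untreated library (median 22892455) and from 22148505 to 24018538 per DMSO library (median 22755677). They ranged from 12485842 to 24872334 per UA library (median 21341483), and the lowest total was that of the UA library of batch 5. Counts were normalized here with edgeR's TMM factors and fitted with edgeR's quasi-likelihood model, with the group and the batch as terms and all 15 libraries in 1 fit. A gene was called at a Benjamini-Hochberg adjusted p-value (false discovery rate) under 0.02 among 14037 tested genes. In counts simulated from these libraries with 200 changed genes, the fit recovered 27 of 50 genes changed by 0.3 on the log2 scale and 50 of 50 changed by 1.2. It made 5 false calls among 13837 unchanged genes. With 174 calls in all, more than between UA and DMSO in the real libraries, the false discovery rate admitted larger p-values. Recovery at 0.3 is therefore overstated for the real data.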

To identify the factor(s) regulated by UA, we examined the transcriptomes of synchronized L4 larvae that had been exposed to UA (or DMSO) for 12 h (Fig. 2d, Extended Data Fig. 3 and Supplementary Table 1). 

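Between UA and DMSO, 38 genes were called by edgeR's quasi-likelihood test, of which 5 were higher and 33 lower in UA. At a false discovery rate of 0.05, 77 genes were called, 22 higher and 55 lower. All 38 genes are listed in the paper's Supplementary Table 1. The remaining 11 genes of that table moved in the same direction, with adjusted p-values from 0.0204 to 0.151. Each of the 38 genes lay on the same side of DMSO in all 5 batches, as did 11.0% of the tested genes, where chance gives 6.25%.
The 5 higher genes were cyp-33D3, F17B5.1, lipl-2, asp-14 and asah-1. The cytochrome P450 gene cyp-33D3 rose from 1.01 ± 0.523 CPM (counts scaled to a common library size; SD, n = 5) in DMSO to 2.65 ± 0.799 in UA (log2 fold change 1.40, standard error 0.20, adjusted p = 0.00112, edgeR). The lipase gene lipl-2 rose by 0.66 and asp-14 by 0.23 on the log2 scale. DMSO alone raised asp-14 by 0.49 over untreated larvae (adjusted p = 1.18e-06, edgeR). Against untreated larvae, UA passed the threshold for cyp-33D3 (1.15) and asp-14 (0.72), but not for F17B5.1 (0.44, adjusted p = 0.122, edgeR). In 15 fits that each left out 1 batch or 1 library, cyp-33D3 stayed past the threshold in 15, asp-14 and F17B5.1 in 6 and lipl-2 in 4. The 5 largest decreases were those of cyp-35A3, cyp-35A4, dhs-23, R09E12.9 and clec-206, with log2 fold changes from -2.60 to -1.77. The count of cyp-35A3 fell from 46.8 ± 6.71 CPM (SD, n = 5) in DMSO to 7.59 ± 2.66 in UA (log2 fold change -2.60, standard error 0.15, adjusted p = 4.89e-09, edgeR). It is 1 of 5 cyp-35A genes, whose shared reads the counting could have split between copies.
The number of called genes moved most with the UA library of batch 4, without which 162 genes were called, the 38 included. Without the batch term in the fit, 10 genes were called.

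**Figure D1:**
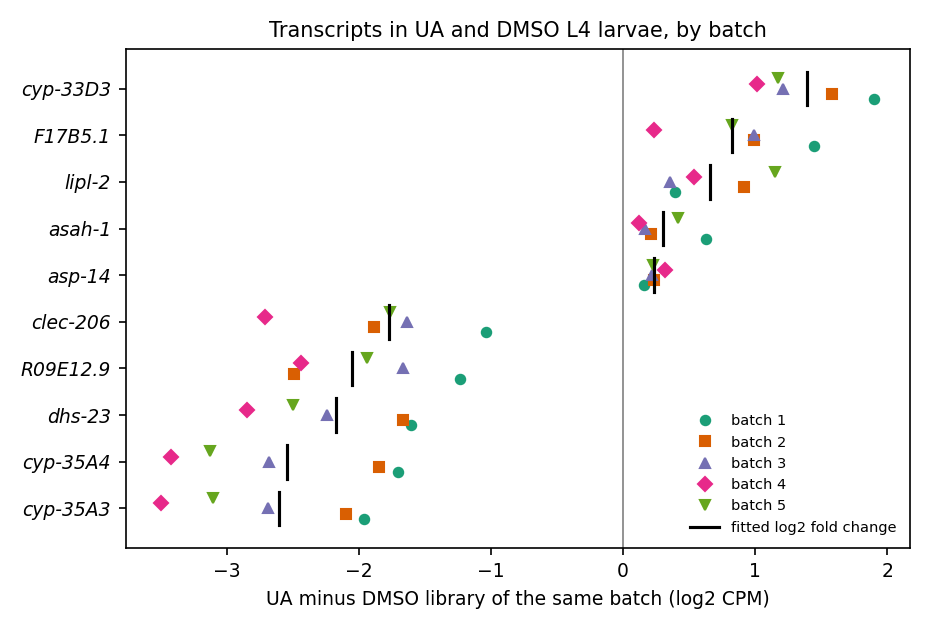
Log2 difference in CPM between the UA and the DMSO library of each batch (horizontal axis; 1 symbol per batch) for the 5 higher and the 5 most decreased genes, with the fitted log2 fold change as a black line. For each gene all 5 batches lie on the same side of 0, and cyp-35A3 spans -3.49 to -1.96.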

We identified 49 dysregulated genes (false discovery rate of 0.02) and surveyed this dataset for genes expressed in the intestine (the source of yolk) that potentially control lipid metabolism. We detected increased *asah-1* transcript levels in the animals exposed to UA, which we confirmed by quantitative PCR (qPCR) analysis (Fig. 2d). 

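The count of asah-1 lay between 753 and 1136 reads in the DMSO libraries and between 678 and 1272 in the UA libraries. After normalization, asah-1 was at 42.6 ± 6.05 CPM (SD, n = 5) with DMSO and at 52.4 ± 2.13 CPM (SD, n = 5) with UA. The log2 fold change was 0.30 (standard error 0.057), a ratio of 1.23, with an adjusted p of 0.0164 from edgeR's quasi-likelihood test. The paper's reported log2 fold change is 0.30 and its adjusted p-value is 0.0165. Within the 5 batches, the UA library exceeded the DMSO library by 0.63, 0.21, 0.16, 0.12 and 0.41 on the log2 scale. Every UA library was above every DMSO library (exact two-sided permutation test, p = 0.00794, the smallest p that 5 against 5 allow). An exact two-sided sign-flip test of the 5 batch differences gave p = 0.0625, which is the smallest p that 5 pairs can give and cannot fall below 0.05. In the fit without the batch term, the log2 fold change was again 0.30 but the adjusted p was 1.00, with an unadjusted p of 0.00281 (edgeR).
In the paper's source data for the qPCR on independent samples, asah-1 was at 1.44 ± 0.174 (SD, n = 3) with UA and at 1.00 ± 0.0773 with DMSO, a log2 ratio of 0.52. The reference gene of that qPCR, cdc-42, changed by -0.03 in the RNA-seq (standard error 0.034, adjusted p = 0.701, edgeR). Its last exon overlaps a gene on the opposite strand by 8 bp. The paper states that the dysregulated genes were surveyed for intestinal genes with a potential role in lipid metabolism, and that asah-1 transcripts were increased with UA in the RNA-seq and by qPCR.

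**Figure D2:**
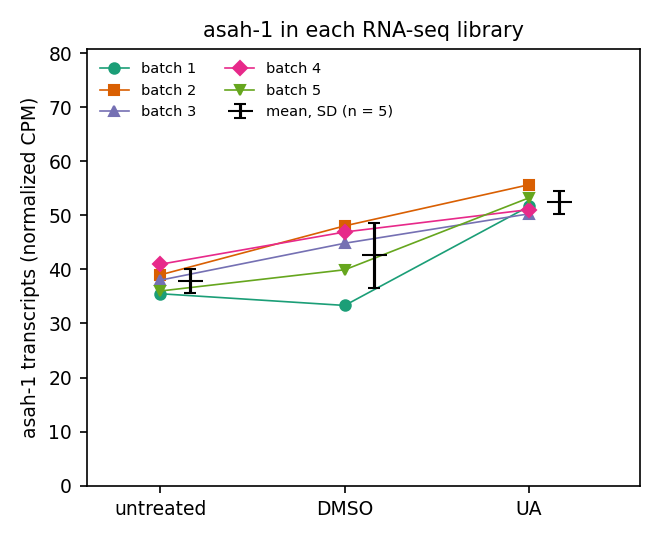
Normalized asah-1 CPM (vertical axis, from 0) in each untreated, DMSO and UA library, with the 3 libraries of a batch joined by a line and the mean and SD of each group (n = 5) in black. The UA libraries lie between 50.3 and 55.7 CPM and the DMSO libraries between 33.3 and 48.0 CPM.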

The *asah-1* gene encodes an acid ceramidase that hydrolyses ceramide into fatty acid and sphingosine^23^. 

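In the WBcel235 annotation, asah-1 (WBGene00010769) lies on the plus strand of chromosome I from 12505114 to 12507569. It has 1 annotated transcript of 4 exons with a 5′ UTR of 11 bp, and its 3 introns are 831, 163 and 211 bp long. The coding sequence of 1182 bp, stop codon included, starts at 12505125 and encodes 393 amino acids. The exons of asah-1 overlap those of no other annotated gene. The neighbouring genes on the same strand are K11D2.1, which ends 103 bp before the asah-1 transcript, and unc-101, which starts at 12508299. In the libraries of UA-exposed and DMSO-exposed L4 larvae, K11D2.1 was at 2.83 ± 0.445 and 3.19 ± 0.447 CPM (SD, n = 5 each).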

To assess the requirement of *asah-1* for UA to reduce PLM axon fragility, we performed RNA-mediated interference (RNAi) to knockdown *asah-1* in *mec-17(ok2109);* *lon-2(e678)* animals incubated with UA (Fig. 2e). Treatment with UA did not reduce the PLM axon fragility of *asah-1*-knockdown animals (Fig. 2e). This result was independently confirmed in animals with a genetic *asah-1* deletion (*asah-1(tm495)* deletion allele) and showed that *asah-1* loss caused an increase in PLM axon breaks in untreated animals (Fig. 2f). To identify the tissue in which *asah-1* is expressed and potentially regulated by UA, we monitored the spatiotemporal expression of *asah-1* using a 2,000-bp sequence upstream of *asah-1* to drive nuclear-localized green fluorescent protein (GFP; Fig. 2g and Extended Data Fig. 4). We detected GFP exclusively in the intestinal cells of *Pasah-1::gfp* animals from late embryos through to adult (Fig. 2g and Extended Data Fig. 4). At all stages, we observed an anterior bias in intestinal GFP expression (Fig. 2g and Extended Data Fig. 4). Increased fluorescence was observed in the intestinal nuclei of *Pasah-1::gfp* L4 animals exposed to UA for 12 h (Fig. 2g). Thus, UA induces *asah-1* transcription in the intestine.

## Intestinal ASAH-1 expression protects axons

As *asah-1* was upregulated in animals exposed to UA, we investigated whether *asah-1* overexpression in *mec-17(ok2109);* *lon-2(e678)* animals could mimic UA-induced neuroprotection. 

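Against the untreated larvae of the same batches, asah-1 was also higher with UA. This comparison uses the same 5 UA libraries and includes any change with DMSO, so it is not independent evidence of an effect of UA. Untreated larvae had 37.9 ± 2.23 CPM (SD, n = 5), and the log2 fold change of UA against untreated was 0.47 (standard error 0.058, adjusted p = 9.90e-05, edgeR), with 5 of 5 batches higher. With DMSO against untreated, the log2 fold change was 0.16 (standard error 0.058, adjusted p = 0.457, edgeR), with 4 of 5 batches higher.
In 15 fits that each left out 1 batch or 1 of the UA or DMSO libraries, the log2 fold change of asah-1 between UA and DMSO stayed between 0.22 and 0.35. Its adjusted p ranged from 0.00153 to 0.121 and was at or above 0.02 in 12 of these fits. Without batch 1, whose DMSO library had the lowest asah-1 level, the log2 fold change was 0.22 (adjusted p = 0.0773, edgeR). Against untreated larvae, the corresponding 15 fits gave log2 fold changes from 0.41 to 0.51, with adjusted p-values up to 0.00332.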

Single-cell sequencing corroborates *asah-1* intestinal expression; however, low level expression can be detected in other cells/tissues, including the PLM neurons^24,25^. We therefore overexpressed *asah-1* in *mec-17(ok2109);* *lon-2(e678)* animals using the following heterologous promoters: intestine (*ges-1*), hypodermis (*dpy-7*), muscle (*myo-3*) and mechanosensory neurons (*mec-4*; Fig. 3a and Extended Data Fig. 5)^26–29^. Overexpression of *asah-1* in the intestine, but not hypodermis or muscle, reduced PLM axon breaks in the *mec-17(ok2109);* *lon-2(e678)* animals (Fig. 3a). We further found that presence of the *Pges-1::asah-1* transgene in progeny is not required for PLM neuroprotection (Fig. 3b), providing support for the idea that ASAH-1 activity in the hermaphrodite intestine protects the PLM neurons in the next generation.

**Fig. 3:**
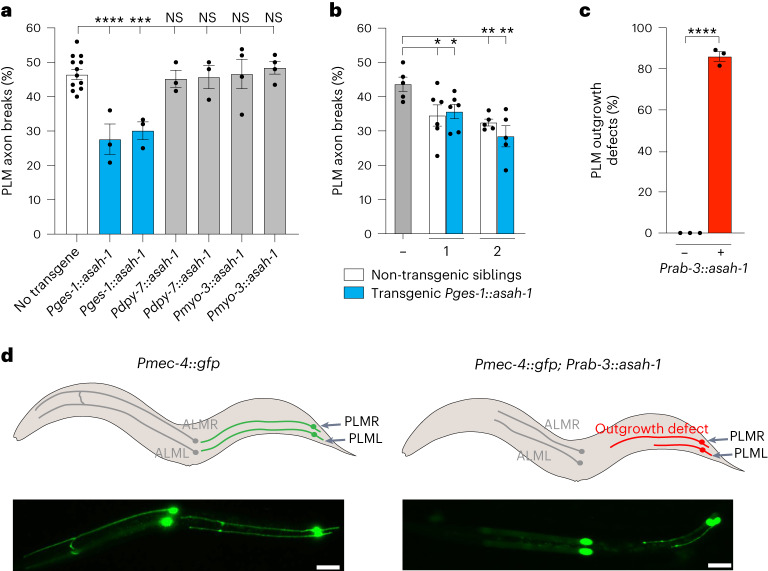
Intestinal and neuronal *asah-1* expression has opposing effects on axonal development and health. **a**, Expression of *asah-1* cDNA driven by the heterologous intestinal promoter (*ges-1*), but not the hypodermal (*dpy-7*) or muscle (*myo-3*) promoters, resulted in reduced PLM axon breaks in *mec-17(ok2109);* *lon-2(e678)* animals. **b**, PLM axon breaks were reduced in *mec-17(ok2109);* *lon-2(e678)* animals derived from *Pges-1::asah-1* transgenic animals independently of inheritance of the transgene. The *mec-17(ok2109);* *lon-2(e678)* animals were either injected with *Pges-1::asah-1* (transgenic lines nos. 1 and 2) or uninjected (−). **c**,**d**, Overexpression of *asah-1* in the nervous system (*rab-3* promoter) caused developmental axon outgrowth defects in the mechanosensory neurons of wild-type animals expressing the *Pmec-4::gfp* transgene (*zdIs5*). **c**, Proportion of PLM axon outgrowth defects in *Pmec-4::gfp*- and *Pmec-4::gfp;* *Prab-3::asah-1*-expressing L1 larvae. **d**, Schematic (top) and fluorescence micrographs (bottom) of ALM (left/right) and PLM (left/right) axons in wild-type (left) and *Prab-3::asah-1*-expressing animals (right). The typical axon outgrowth defect observed is marked in red. Left lateral view, anterior to the left. Scale bars, 25 μm. **a**–**c**, *n* = 305, 72, 80, 75, 72, 98 and 97 (**a**); *n* = 126, 147, 149, 123 and 124 (**b**); and *n* = 62 and 95 (**c**) hermaphrodite animals per condition (left to right). *P* values were determined using an ANOVA (**a**) or unpaired Student’s *t*-test (**b**,**c**). Error bars indicate the s.e.m. ****P ≤ 0.0001; ***P ≤ 0.001; **P ≤ 0.01; *P ≤ 0.05; and NS, not significant. Source data are provided. Source data

Overexpression of *asah-1* in the mechanosensory neurons caused PLM axon outgrowth defects in *mec-17(ok2109);* *lon-2(e678)* animals (Extended Data Fig. 5a,c), precluding analysis of PLM fragility. Overexpression of *asah-1* in the neurons of wild-type animals—either in the mechanosensory neurons (*mec-4* promoter) or pan-neuronally (*rab-3* promoter)—also caused extensive axon outgrowth defects in the anterior lateral mechanosensory (ALM) and PLM neurons, which develop embryonically, but not the post-embryonic posterior ventral microtubule neurons (Fig. 3c,d and Extended Data Fig. 5a–c). This potential embryonic effect was supported by the detection of PVQ axon guidance defects when *asah-1* was neuronally overexpressed (Extended Data Fig. 5f,g). However, neuronal *asah-1* overexpression did not cause overt motility defects, suggesting intact global nervous system architecture. These data reveal that intestinal *asah-1* reduces PLM axon fragility in animals with defective microtubule stability, and inappropriate neuronal *asah-1* expression—which is likely to be associated with disrupted sphingolipid homeostasis—causes cell-autonomous neurodevelopmental defects.

Sphingolipids are amphipathic bioactive molecules with multiple cellular functions, including cell adhesion and migration, cell death and cell proliferation^30^. Sphingolipid homeostasis is maintained through the de novo or salvage pathways (Fig. 4a)^31^. The serine palmitoyltransferase (SPT) protein complex is the rate-limiting enzyme in the de novo pathway that generates ceramide, the ASAH-1 substrate (Fig. 4a)^32^. SPTL-1 knockout causes *C. elegans* embryonic lethality/larval arrest, probably due to the loss of multiple sphingolipids. Therefore, to assess SPTL-1 regulation of PLM axon fragility, we overexpressed *sptl-1* complementary DNA in the intestine. Overexpression of *sptl-1* reduced PLM axon breaks in *mec-17(ok2109);* *lon-2(e678)* animals, confirming that ceramide or its derivatives are important for axon health (Fig. 4b). Indeed, when *mec-17(ok2109);* *lon-2(e678)* animals were incubated with two distinct ceramides containing different fatty-acid-chain lengths (Cer20 (d18:1/20:0) and Cer22 (d18:1/22:0)), there was a reduction in PLM axon breaks (Fig. 4c). In the salvage pathway, lysosomal membrane ceramide is hydrolysed to sphingosine by acid ceramidases, and sphingosine phosphorylation by sphingosine kinases (SphK) generates S1P (Fig. 4a)^31^. We found that intestinal *sphk-1* expression reduced PLM axon breaks in *mec-17(ok2109);* *lon-2(e678)* animals, as also shown by overexpression of *sptl-1* or *asah-1* (Fig. 4b,d,e). Furthermore, *sphk-1* loss increased PLM axon fragility and prevented UA-induced reduction of PLM axon breaks in *mec-17(ok2109);* *lon-2(e678)* animals (Extended Data Fig. 6a,b). Overexpression of *asah-1* in the intestine reduced PLM axon breaks (Fig. 4d). To determine whether *sphk-1*, and thus potentially S1P generation, is required for ASAH-1 to perform this neuroprotective function, we knocked down *sphk-1* in animals overexpressing intestinal *asah-1* and evaluated the PLM axon fragility of *mec-17(ok2109);* *lon-2(e678)* animals (Fig. 4f). We found that *sphk-1* RNAi suppressed the beneficial effect of *asah-1* overexpression on PLM axon fragility (Fig. 4f). These data suggest that UA neuroprotection is S1P-dependent.

**Fig. 4:**
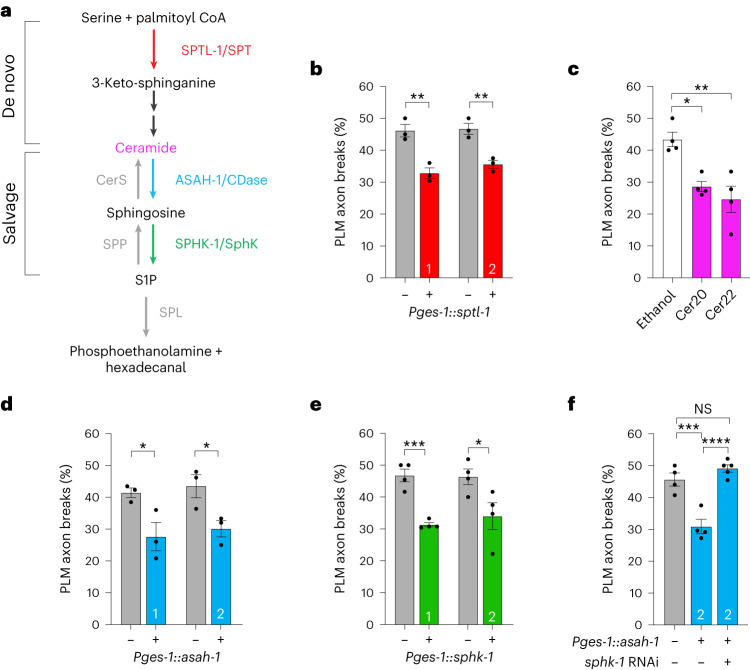
Intestinal *asah-1* neuroprotection requires SphK expression. **a**, *C. elegans* orthologues of de novo- and salvage sphingolipid-pathway components. Sphingolipid metabolic enzymes (nematode and mammalian orthologue) and sphingolipid intermediates are shown. CerS, ceramide synthase; CDase, ceramidase; SPP, S1P phosphatase; and SPL, S1P lyase. **b**,**d**,**e**, The function of SPTL-1, ASAH-1 and SPHK-1 (coloured lettering in **a**) in PLM axon fragility was examined. Overexpression of *sptl-1* (**b**), *asah-1* (**d**) or *sphk-1* (**e**) cDNA in the intestine (*ges-1* promoter) reduces PLM axon breaks in *mec-17(ok2109);* *lon-2(e678)* animals. Two independent transgenic lines (nos. 1 and 2, as indicated in the coloured bars) were analysed. **c**, Exposure of P_0_ mothers to ceramide for 16 h (L4 to young adult) results in a reduction of PLM axon breaks in *mec-17(ok2109);* *lon-2(e678)* animals. **f**, RNAi-induced knockdown of *sphk-1* suppresses the ability of intestinal *asah-1* expression to reduce PLM axon breaks in *mec-17(ok2109);* *lon-2(e678)* animals. Transgenic line no. 2 from **d** was used. **b**–**f**, *n* = 69, 73, 75 and 73 (**b**); *n*  = 92, 81 and 88 (**c**); *n*  = 76, 72, 79 and 80 (**d**); *n*  = 94, 102, 99 and 98 (**e**); and *n*  = 99, 97 and 116 (**f**) hermaphrodite animals per condition (left to right). *P* values were determined using an ANOVA (**c**,**f**) or unpaired Student’s *t*-test (**b**,**d**,**e**). ****P ≤ 0.0001; ***P ≤ 0.001; **P ≤ 0.01; *P ≤ 0.05; and NS, not significant. Error bars indicate the s.e.m. Source data are provided. Source data

## S1P prevents axon fragility intergenerationally

We examined the role of S1P in PLM axonal health directly by incubating *mec-17(ok2109);* *lon-2(e678)* animals with different S1P concentrations for one generation (P_0_ L4 to 3-d-old F_1_ adult). A concentration of 20 μM S1P reduced PLM axon fragility (Fig. 5a,b). To determine the functional period of S1P, we exposed *mec-17(ok2109);* *lon-2(e678)* animals to S1P for two time periods: P_0_ L4 larvae to adult and L1 larvae to adult. S1P only reduced axon fragility in the F_1_ progeny when provided to hermaphrodites containing oocytes (P_0_ L4 to adult)—the same functional period as UA (compare Figs. 5c and 1f). Furthermore, two generations of the progeny of P_0_ animals incubated with S1P from L4 larvae to adult (16 h) had to reduced axonal fragility, revealing an intergenerational effect (Fig. 5d,e). These data suggest that intestinal S1P is transported within the yolk to oocytes to promote PLM axonal health in subsequent generations. To examine whether S1P can undergo intestine–oocyte transport, we fed wild-type L4 larvae with S1P–fluorescein, a fluorescently labelled S1P analogue (Fig. 5f). Fluorescence was observed in the intestinal tract within 1 h of feeding, suggesting that S1P–fluorescein is not immediately metabolized (Extended Data Fig. 6c). After 16 h of S1P–fluorescein feeding, we detected fluorescence in proximal oocytes, suggesting yolk-dependent intestine–oocyte transport (Fig. 5f). To determine the importance of intestine–oocyte S1P transport to prevent axon fragility, we knocked down *rme-2* in *mec-17(ok2109);* *lon-2(e678)* animals incubated with S1P. We found that S1P neuroprotection requires *rme-2* (Fig. 5g), revealing that S1P intergenerational neuroprotection requires intestine–oocyte transport.

**Fig. 5:**
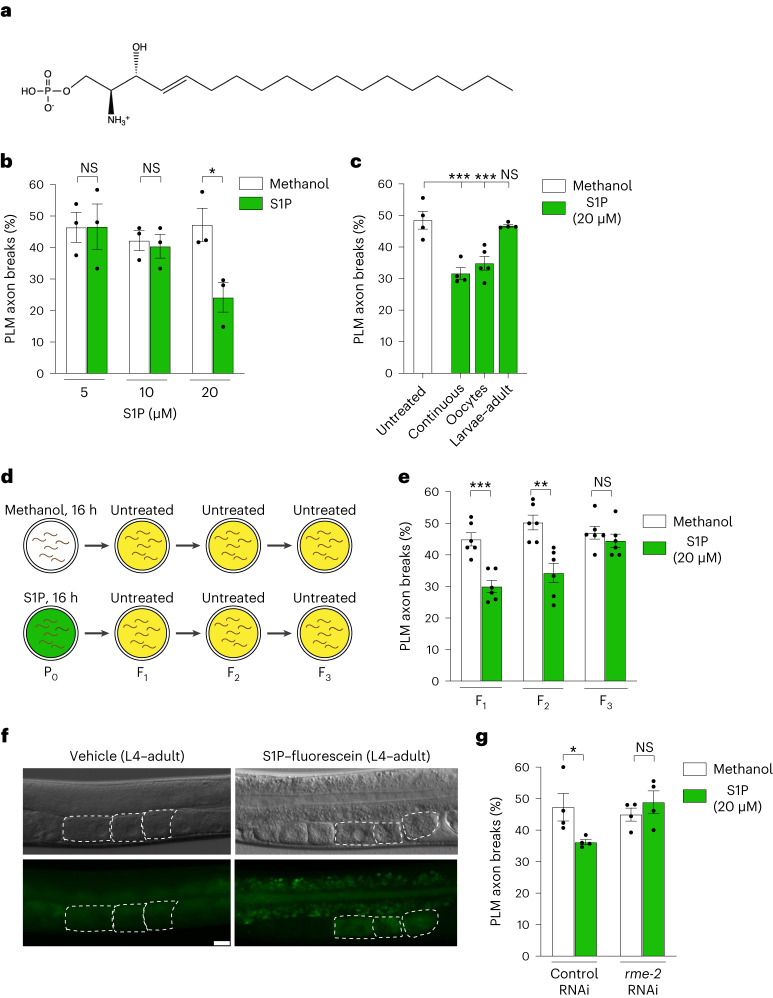
S1P protects PLM neurons intergenerationally. **a**, Chemical structure of S1P. **b**, Continuous exposure (P_0_ L4 larva to F_1_ adult) to 20 µM S1P reduces PLM axon breaks in *mec-17(ok2109);* *lon-2(e678)* animals. **c**, PLM axon breaks were reduced in *mec-17(ok2109);* *lon-2(e678)* animals when P_0_ mothers (L4 to young adult), but not F_1_ larvae, were exposed to S1P for 16 h. **d**, Experimental scheme for the intergenerational inheritance experiment. P_0_ animals (L4 larvae) were treated with methanol (control) or S1P for 16 h. Animals of each generation were allowed to lay eggs on untreated plates for 3 h and 3-d-old adults were assessed for axon breaks. **e**, The progeny of P_0_ mothers (*mec-17(ok2109);* *lon-2(e678)* animals) exposed to S1P for 16 h (L4 to young adult) had reduced PLM axon breaks for two generations (F_1_ and F_2_). **f**, S1P–fluorescein was detected in the oocytes of wild-type adult hermaphrodites after 16 h of feeding. A vehicle-treated control (left) and an animal following S1P–fluorescein treatment (right) are shown. Nomarski micrographs (top) and fluorescence images (bottom) of the same animals are provided. The dashed white lines outline oocytes. Lateral view, anterior to the left. Scale bar, 25 μm. **g**, RNAi-mediated knockdown of *rme-2* suppresses S1P-induced reduction of PLM axon breaks in *mec-17(ok2109);* *lon-2(e678)* animals. **b**,**c**,**e**,**g**, *n* = 73, 73, 78, 74, 76 and 79 (**b**); *n* = 105, 104, 135 and 107 (**c**); *n* = 158, 163, 153, 157, 157 and 155 (**e**); and *n* = 104, 105, 107 and 104 (**g**) hermaphrodite animals per condition (left to right). *P* values were determined using an ANOVA (**c**,**g**) or unpaired Student’s *t*-test (**b**,**e**). ***P ≤ 0.001; **P ≤ 0.01; *P ≤ 0.05; and NS, not significant. Error bars indicate the s.e.m. Source data are provided. Source data

## UA and S1P enhance PLM axon transport

A previous study showed that MEC-17 controls the efficient transport of protein cargos throughout the PLM axon to maintain neuronal health^9^. We therefore investigated whether reduced PLM axon fragility afforded by UA and S1P to animals lacking MEC-17 is due to improved axon transport. We examined the localization of fluorescent reporters for UNC-104 (a kinesin-3 motor protein) and RAB-3 (a synaptic vesicle-associated small guanosine triphosphatase), which exhibited inappropriate posterior axonal pooling in *mec-17(ok2109)* animals (Fig. 6a,b). We found that *mec-17(ok2109)* animals exposed to UA or S1P had reduced axon transport defects (Fig. 6a,b), suggesting that UA and S1P promote the transport of protein cargo along the PLM axon. In a parallel approach to examine the potential effect of UA and S1P on microtubule health, we treated animals with colchicine—a microtubule destabilizing agent^33^. Previous work showed that colchicine increases PLM axon breaks in animals lacking MEC-17 (ref. ^9^). We found that UA and S1P reduce PLM axon breaks in *mec-17(ok2109);* *lon-2(e678)* animals exposed to colchicine (Fig. 6c). Thus, in the presence of two microtubule destabilizing conditions (MEC-17 loss and colchicine) UA and S1P reduce PLM axon fragility. Critically, we found that UA and S1P protect wild-type PLM axons exposed to high levels of colchicine, revealing that the neuroprotective effect is not directly associated with MEC-17 loss (Fig. 6d).

**Fig. 6:**
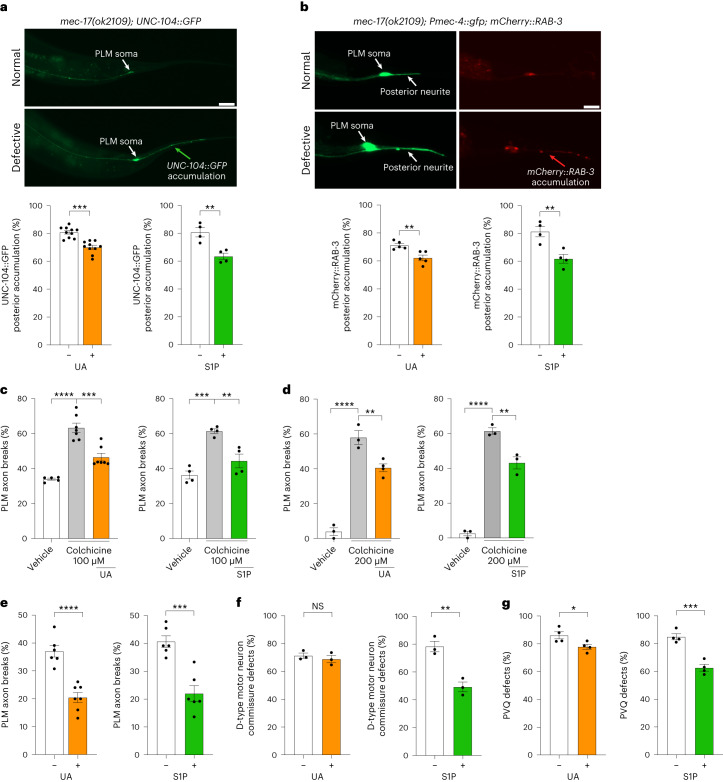
UA and S1P promote PLM axon transport and microtubule stability. **a**,**b**, Continuous exposure to UA or S1P reduces inappropriate posterior accumulation of UNC-104::GFP (kinesin; **a**) and mCherry::RAB-3 (pre-synaptic guanosine triphosphatase; **b**) in the PLM axons of *mec-17(ok2109)* animals. Scale bars, 25 μm. **c**,**d**, Continuous exposure to UA or S1P reduces colchicine-induced PLM axon breaks in *mec-17(ok2109);* *lon-2(e678)* (**c**) and wild-type (**d**) animals. Wild-type and *mec-17(ok2109);* *lon-2(e678)* animals were exposed to 200 µM and 100 µM colchicine, respectively. Two-day-old adult animals were scored. **e**, Continuous UA or S1P exposure reduces PLM axon breaks in *lin-14(n355n679)* *lon-2(e678)* animals. **f**, Continuous exposure to S1P, but not UA, reduces D-type motor neuron commissure defects in *lin-14(n355n679*) animals. **g**, Continuous exposure to UA or S1P reduces PVQ axon defects in *ced-10(rp100)* animals (**g**). **a**–**g**, Continuous exposure: P_0_ to L4 larva to F_1_ to adult; *n* = 245, 247, 103 and 99 (**a**); *n* = 107, 119, 96 and 94 (**b**); *n* = 112, 152, 146, 99, 101 and 102 (**c**); *n* = 76, 74, 96, 76, 75 and 67 (**d**); *n* = 149, 175, 138 and 144 (**e**); *n* = 109, 106, 97 and 107 (**f**); and *n* = 102, 117, 156 and 150 (**g**) hermaphrodite animals per condition (left to right). *P* values were determined using an ANOVA (**c**,**d**) or unpaired Student’s *t*-test (**a**,**b**,**e**–**g**). ****P ≤ 0.0001; ***P ≤ 0.001; **P ≤ 0.01; *P ≤ 0.05; and NS, not significant. Error bars indicate the s.e.m. Source data are provided. Source data

## UA and S1P provide general neuroprotection

To assess the potential broad applicability of UA and S1P neuroprotection, we examined multiple distinct genetic and neuronal models (Fig. 6e–g). A previous study showed that increased microtubule stability can reduce PLM axon breaks caused by mutations to the LIN-14 transcription factor^34^. We exposed *lin-14(n355n679)* *lon-2(e678)* animals to UA or S1P and found that PLM breaks were reduced, suggesting that UA and S1P can generally promote PLM axonal health (Fig. 6e). Next, we examined two other neuron classes—the D-type GABAergic motor neurons and the PVQ interneurons (Fig. 6f,g). LIN-14 loss causes axon breaks of GABAergic D-type motor neuron commissures^34^. Interestingly, we found that S1P, but not UA, suppresses D-type motor axon breaks in *lin-14(n355n679)* animals (Fig. 6f), suggesting distinct mechanisms of action or route of entry for S1P in this context. Finally, we explored the potential function of UA and S1P in a neurodevelopmental model. We previously identified a point mutation in the CED-10 Rac GTPase that causes PVQ axon defects^35^. We found that both UA and S1P reduced PVQ axon defects in *ced-10(rp100)* animals (Fig. 6g). Together, these data reveal that UA and S1P can promote axonal health in distinct genetic and neuronal contexts.

## PQM-1 and CEH-60 control ASAH-1 expression

How does UA induce *asah-1* intestinal expression to provide intergenerational neuroprotection? As UA induces *asah-1* transcription (Fig. 2d,g), we reasoned that transcription factors related to intestinal stress or metabolic control may regulate *asah-1*. We examined the *asah-1* promoter for conserved transcription factor-binding motifs and surveyed publicly available chromatin immunoprecipitation–sequencing (ChIP–seq) data for transcription factors exhibiting peaks upstream of the *asah-1* locus (Fig. 7a and Extended Data Fig. 7a). We identified ChIP–seq peaks for two transcription factors in the *asah-1* promoter: PQM-1 (a GATA zinc-finger transcription factor) and CEH-60 (an orthologue of mammalian PBX; a TALE class transcription factor; Fig. 7a and Extended Data Fig. 7a). These ChIP–seq peaks coincide with putative binding sites we identified in silico (Fig. 7a and Extended Data Fig. 7a). PQM-1 and CEH-60 function in the intestine to balance transcriptional networks governing stress responses and nutrient supply to progeny^36,37^. We therefore investigated their potential role in controlling PLM axon fragility and *asah-1* expression.

**Fig. 7:**
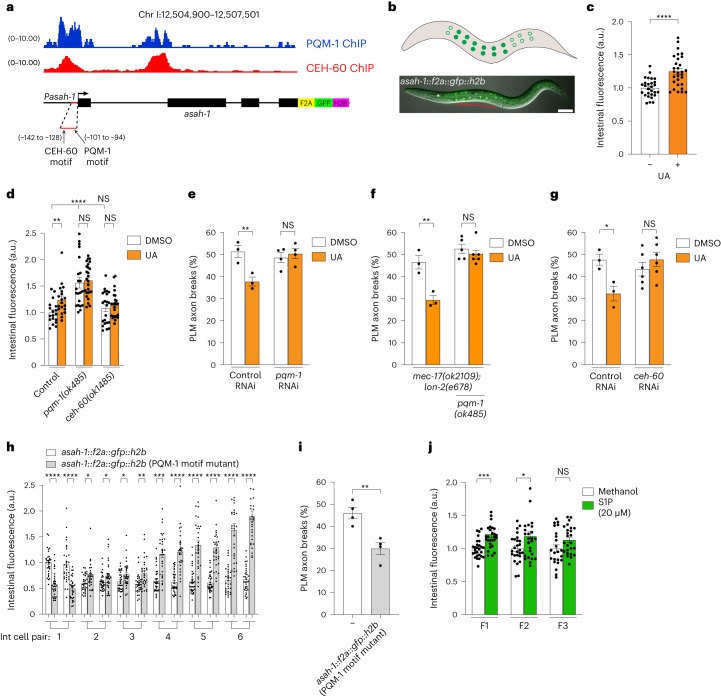
ASAH-1-mediated neuroprotection requires PBX and MEIS-regulated transcription. **a**, PQM-1 and CEH-60 transcription factor ChIP–seq peaks at the *asah-1* gene locus (top) aligned with a schematic of the *asah-1* endogenous reporter (bottom). The *asah-1* upstream region contains binding motifs for CEH-60 and PQM-1 (red line). The location of each binding motif (arrows) is indicated as the distance from the ATG (+1). **b**, Expression of *asah-1::f2a::gfp::h2b* in the intestine of an L4 larva (see Extended Data Fig. 7b for other developmental stages). Schematic (top) and overlay of Nomarski and fluorescence image (bottom). Filled circles indicate that expression was detected and open circles that weak/no expression was detected. Lateral view, anterior to the left. Pharynx is marked by a white asterisk; red line indicates bright *asah-1::f2a::gfp::h2b* expression. Scale bar, 25 μm. **c**, The expression of *asah-1::f2a::gfp::h2b* increases following exposure to UA (see Extended Data Fig. 8a for individual intestinal cell measurements). **d**, Loss of *pqm-1* or *ceh-60* prevents UA-induced induction of *asah-1::f2a::gfp::h2b* expression. **e**–**g**, Loss of *pqm-1* (via RNAi (**e**) or gene deletion (**f**)) or *ceh-60* (via RNAi (**g**)) suppresses UA-induced PLM neuroprotection in *mec-17(ok2109);* *lon-2(e678)* animals. **h**, Mutation of the putative PQM-1 binding motif in the *asah-1* promoter induces *asah-1::f2a::gfp::h2b* expression. Int cell pair 1–6, second–seventh pair, respectively, of intestinal cells from the pharynx. **i**, Mutation of the putative PQM-1 binding motif in the *asah-1* promoter reduces PLM axon breaks in *mec-17(ok2109);* *lon-2(e678)* animals. **j**, The progeny of P_0_ mothers exposed to S1P for 16 h (L4 to young adult) increases *asah-1::f2a::gfp::h2b* expression for two generations (F_1_ and F_2_). **c**–**j**, *n* = 28 and 30 (**c**); *n* = 18, 19, 21, 26, 22 and 24 (**d**); *n* = 74, 77, 99 and 103 (**e**); *n* = 73, 75, 122 and147 (**f**); *n* = 65, 71, 150 and 151 (**g**); *n* = 32, 30, 32, 30, 32, 30, 32, 30, 32, 30, 32 and 30 (**h**); *n* *=* 100 and 104 (**i**); and *n* = 27, 28, 26, 26, 23 and 25 (**j**) hermaphrodite animals per condition (left to right). *P* values were determined using an ANOVA (**d**–**g**,**j**) or unpaired Student’s *t*-test (**c**,**h**,**i**). ****P ≤ 0.0001; ***P ≤ 0.001; **P ≤ 0.01; *P ≤ 0.05; and NS, not significant. Error bars indicate the s.e.m.; a.u., arbitrary units. Source data are provided. Source data

To directly assess whether PQM-1 and CEH-60 transcriptionally regulate endogenous *asah-1*, we generated a fluorescent reporter by inserting a *f2A-gfp-h2B* cassette immediately downstream of the *asah-1* coding sequence (Fig. 7a,b). As ribosomal skipping occurs at the *f2A* sequence, independently translated GFP–H2B protein is visualized in nuclei (Fig. 7b and Extended Data Fig. 7b)^38^. We detected GFP–H2B expression in anterior intestinal nuclei (except the most anterior nuclei pair), with weak/undetectable expression in the posterior (Fig. 7b and Extended Data Fig. 7b). This anteriorly biased expression mirrors the *asah-1* transcriptional reporter (compare Fig. 7b with Extended Data Fig. 4), suggesting transcriptional regulation of spatial expression. GFP–H2B expression by the *asah-1* endogenous reporter was induced by exposure to UA (Fig. 7c and Extended Data Fig. 8a), providing support for our earlier analysis (Fig. 2g). We next crossed *pqm-1* and *ceh-60* loss-of-function mutants into *asah-1::f2A-gfp-h2B* animals and measured GFP–H2B fluorescence in the intestinal nuclei. Loss of PQM-1 elevated GFP–H2B expression and loss of either PQM-1 or CEH-60 prevented GFP–H2B induction by UA (Fig. 7d). As PQM-1 and CEH-60 are also required for yolk delivery to oocytes due to their control of intestinal vitellogenin expression^36,39^, we examined their role in UA-induced neuroprotection. We found that loss of PQM-1 or CEH-60 inhibited UA neuroprotection in *mec-17(ok2109);* *lon-2(e678)* animals (Fig. 7e–g). Therefore, PQM-1 and CEH-60 are required for induction of *asah-1* by UA and for neuroprotection in response to UA exposure.

As PQM-1 and CEH-60 control metabolic homeostasis and yolk production^36,37^, *asah-1* dysregulation in these transcription factor mutants may be a secondary consequence of disrupted lipid homeostasis. To directly examine the importance of PQM-1 and CEH-60 binding for *asah-1* expression, we mutated the putative binding motifs that coincide with the PQM-1 and CEH-60 ChIP peaks in the *asah-1* promoter (Fig. 7a and Extended Data Fig. 7a). We found that GFP–H2B intestinal expression was induced by mutations to the PQM-1 binding motif; mutations to the CEH-60 site had a weaker effect (Fig. 7h and Extended Data Fig. 8b). These data support a direct role for these transcription factors in *asah-1* transcriptional repression and suggest that PQM-1 and CEH-60 occupancy at the *asah-1* promoter may control sphingolipid homeostasis. We also noticed that PQM-1 motif mutations caused a posterior shift in GFP–H2B expression, revealing spatial regulation of intestinal expression (Fig. 7h). Given that PQM-1 motif mutations increased *asah-1* expression, we investigated whether this is neuroprotective. When the *asah-1::f2A-gfp-h2B* (PQM-1 motif mutant) strain was crossed into *mec-17(ok2109);* *lon-2(e678)* animals, we observed robust reduction in PLM axon fragility (Fig. 7i). This revealed that *asah-1* derepression has a functionally relevant outcome for axonal health.

## S1P levels regulate ASAH-1 expression intergenerationally

Ceramide hydrolysis is the only catabolic source of sphingosine and therefore ceramidase (for example, ASAH-1) activity is a rate-limiting step in governing intracellular sphingosine and S1P levels^40^. We hypothesized that S1P intergenerational inheritance is triggered by an imbalance of sphingolipid homeostasis, such as increased S1P. Thus, detection and recycling of S1P to sphingosine and then ceramide may feedback to induce *asah-1* expression in progeny. To explore this possibility, we exposed *asah-1::f2A-gfp-h2B* P_0_ animals to S1P for 16 h (L4 to young adult) and measured the intestinal expression of GFP–H2B in the subsequent generations. Remarkably, the levels of GFP–H2B were increased in the F_1_ and F_2_ progeny following P_0_ S1P exposure (Fig. 7j), establishing a regulatory mechanism for S1P-induced intergenerational inheritance.

## Discussion

Here we show that short-term maternal dietary supplements can prevent axon fragility intergenerationally in *C. elegans* (Extended Data Fig. 8c). Supplementation with UA induces intestinal expression of *asah-1*, which encodes a rate-limiting enzyme in the sphingolipid salvage pathway. Our genetic evidence reveals that intestinal overexpression of either the de novo or salvage sphingolipid pathway prevents axon fragility and that SphK expression is required to promote axon health. The metabolite generated by SphK is S1P, and we found S1P supplementation also prevents axon fragility intergenerationally. Neuroprotection is dependent on S1P transport in intestinally derived yolk to oocytes^18^. Axon stability requires the correct transport of protein cargo along microtubules^41^. We found that UA and S1P improve axon transport and protect against axon fragility caused by a microtubule-destabilizing drug. Thus, S1P probably promotes microtubule stability, as has previously been shown for ceramide in a cell culture model^42^. We discovered that the transcription factors PQM-1 and CEH-60, known regulators of intestinal lipid homeostasis^36,37^, are required for *asah-1* regulation and UA neuroprotection. Remarkably, mutation of a PQM-1-repressive element in the *asah-1* promoter is sufficient to reduce axon fragility, corroborating the critical role for *asah-1* in the regulation of neuronal health.

### Sphingolipid locale impacts neuron development and health

We showed that neuronal development and health require correct spatial regulation of sphingolipid biosynthetic enzymes. Elevated intestinal *asah-1* expression reduced PLM axon fragility in an SphK-dependant manner. In contrast, overexpression of *asah-1* in the nervous system caused developmental axon outgrowth defects in the ALM and PLM neurons. However, the absence of overt motility defects in animals overexpressing *asah-1* in neurons suggests that axon architecture is largely intact and disrupted sphingolipid homeostasis has context-specific effects. *asah-1* is expressed at low levels in embryonic ALM and PLM neurons, as are other members of the sphingolipid salvage pathway such as *sphk-1* (ref. ^24^). In contrast, expression of *sptl-1*, which encodes the rate-limiting enzyme of the sphingolipid de novo pathway, is undetected in these neurons. Perhaps *asah-1* overexpression in embryonic ALM and PLM neurons causes depletion of ceramide and/or other ceramide derivates that are not replenished by the de novo pathway. Such disrupted ceramide homeostasis in neurons could affect multiple signalling pathways controlling axon development. Future genetic and biochemical studies are required to dissect the roles of ASAH-1 and the other *C. elegans* ceramidase enzymes (ASAH-2 and W02F12.2) in the nervous system and more broadly.

We showed that maternal S1P transport to oocytes reduces the fragility of axons with impaired cytoskeletal function. We propose that elevated S1P in the oocyte/embryo influences the axonal environment to limit axon fragility. The important roles of sphingolipid homeostasis in plasma-membrane fluidity, lipid-raft integrity and molecular trafficking may be central to the protective role S1P plays in this context^43,44^. Disrupted sphingolipid metabolism has been implicated in neurodegenerative disorders including Alzheimer’s disease, Parkinson’s disease, Huntington’s disease and multiple sclerosis^45^. The distinct autonomous and non-autonomous effects of sphingolipid homeostasis we revealed in *C. elegans* may also be relevant in these disease contexts.

### Sphingolipid regulation of intergenerational inheritance

The neuroprotective effect of intestinal *asah-1* is dependent on the expression of SphK-1, an enzyme that phosphorylates sphingosine to generate S1P. In support of this, maternally supplied S1P is transferred from the intestine to oocytes to protect axons. We showed that maternal S1P is probably transported within low-density yolk lipoproteins to promote neuroprotection. Essential roles for S1P and SphK in protecting vertebrate oocytes from radiation-induced apoptosis and the development of embryonic cardiovascular tissue have also been revealed^46–49^. In vertebrates, plasma lipoproteins also carry S1P, highlighting a conserved mode of carriage^50^.

How does S1P act intergenerationally? Intestinal *asah-1* expression is elevated for two generations following exposure of reproductive stage hermaphrodites to S1P. This suggests that mechanisms in intestinal cells detect changes in sphingolipid levels, including S1P, that alter sphingolipid-pathway gene expression (for example, *asah-1*) in response. Examples of such sphingolipid autoregulatory networks have previously been identified in cellular and zebrafish models where sphingolipid metabolic enzymes are induced by accumulation of their sphingolipid substrate^51,52^. Increased *asah-1* in the intestines of F_1_ animals could generate high S1P that would be transferred to the F_2_ generation to maintain the intergenerational effect. We suggest that a threshold of intestinal S1P must be maintained to initiate *asah-1* upregulation and this threshold may be lost over time—hence, a reason for the intergenerational rather than transgenerational effect. At the level of *asah-1* gene regulation, subtle changes in the subcellular localization or promoter occupancy of *asah-1* regulators, including the transcription factors PQM-1 and CEH-60, could be responsible. PQM-1 nuclear localization is indeed responsive to certain stressors and perturbed insulin growth factor signalling^37^.

Periods of prenatal and postnatal interactions enable mammalian mothers to influence offspring^53^. Alterations in the reproductive behaviour of offspring permits the transmission of these effects to succeeding generations^53^. We show that the transmission of a lipid metabolite in the yolk can intergenerationally protect specific neurons in *C. elegans*. We suggest that our findings point to a broader underlying role for metabolism and metabolic gene expression in controlling intergenerational effects across species.

## Methods

### *C. elegans* strains and culture

*C. elegans* hermaphrodites were maintained according to standard protocols at 20 °C on nematode growth medium (NGM) plates with *Escherichia coli* (OP50) bacteria as a food source. The wild-type strain used was Bristol, N2. Mutant strains were backcrossed to N2 a minimum of three times and the animals were well-fed for at least two generations before performing experiments. A list of the strains and transgenes used in this study is provided in Supplementary Table 2.

### Natural compound screen

All compounds were solubilized in DMSO and diluted to 50 μM by mixing with NGM agar. For the control plates, animals were grown with 1% DMSO. None of the compounds had an overt effect on OP50 growth. P_0_ animals were grown from L4 stage on compound plates and their F_1_ progeny were scored as 3-d-old adults. All plates were prepared fresh before each experiment and used within 2 d. To reduce metabolic breakdown of the compound by bacteria, NGM plates (containing compound or DMSO) were seeded with 150 µl heat-killed OP50 (65 °C for 30 min) and dried overnight at 20 °C. A 5-µl volume of live OP50 bacteria (1/10 dilution with Luria broth (LB)) was added to the dead bacteria to enable worm growth.

### *C. elegans* expression constructs and transgenic strain generation

Reporter gene constructs were generated by PCR amplifying DNA elements and cloning these into Fire vectors. The constructs were injected into young adult hermaphrodites using standard methods.

#### *Pasah-1::nls::gfp* reporter construct

A 2,044 bp sequence upstream of the *asah-1* start codon was amplified from *C. elegans* genomic DNA using forward (5′-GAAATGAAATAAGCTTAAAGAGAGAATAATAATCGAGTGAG-3′) and reverse (5′-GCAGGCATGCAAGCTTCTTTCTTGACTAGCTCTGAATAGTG-3′) oligonucleotides incorporating an HindIII restriction site. 

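If the amplified sequence ended at the base before the start codon, it spanned 12503081 to 12505124 on chromosome I of WBcel235. Of these positions, 1930 bp lie within the upstream gene K11D2.1 on the same strand, and 921 of them are exonic, in 3 of the 4 exons of that gene. The remaining stretch between the end of K11D2.1 and the start codon is 114 bp long and holds the annotated 5′ UTR of asah-1. The primers were not matched to the genome sequence here.

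**Figure D3:**
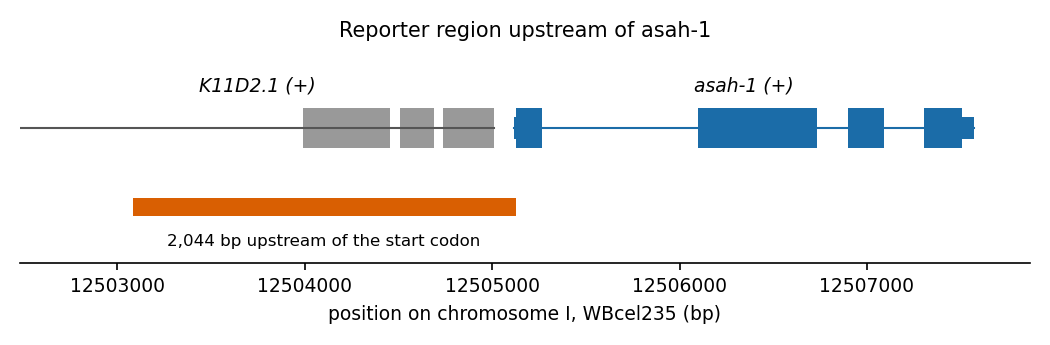
Positions on chromosome I of WBcel235 (horizontal axis, bp) of the end of K11D2.1 (grey), of asah-1 (blue; coding exons tall, untranslated exons low, introns as a line) and of the 2,044 bp upstream of the start codon (orange). The orange bar covers the 3 last exons of K11D2.1.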

The HindIII-digested promoter fragment was ligated into HindIII-digested pPD95.67 vector, resulting in *Pasah-1::NLS::gfp. Pasah-1::NLS::gfp* was injected at 25 ng µl^−1^, with 5 ng µl^−1^ *Pmyo-2::mCherry* vector and 120 ng µl^−1^ bacterial DNA. The resultant *Pasah-1::NLS::gfp* extrachromosomal array line was integrated using ultraviolet light irradiation. The integrated *Pasah-1::NLS::gfp* (*rp165*) was backcrossed to N2 six times before analysis.

#### *Pges-1::asah-1* overexpression construct

Complementary DNA to *asah-1* (1,183 bp) was amplified from an N2 cDNA library using forward (5′-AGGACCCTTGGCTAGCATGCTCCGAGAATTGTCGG-3′) and reverse (5′-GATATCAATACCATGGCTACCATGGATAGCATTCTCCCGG-3′) oligonucleotides, and then cloned into a *Pges-1::egl-8* vector (digested with NheI and NcoI to remove the *egl-8* sequence) using an In-Fusion HD cloning kit (Takara Bio).

#### *Pdpy-7::asah-1* overexpression construct

Complementary DNA to *asah-1* (1,183 bp) was amplified from an N2 cDNA library using forward (5′-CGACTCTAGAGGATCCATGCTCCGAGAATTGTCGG-3′) and reverse (5′-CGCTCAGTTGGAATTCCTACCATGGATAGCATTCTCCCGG-3′) oligonucleotides, and then cloned into a *Pdpy-7::nls-dsRed2* vector (digested with BamHI and EcoRI to remove the *nls-dsRed2* sequence) using an In-Fusion HD cloning kit (Takara Bio).

#### *Pmyo-3::asah-1* overexpression construct

Complementary DNA to *asah-1* (1,183 bp) was amplified from an N2 cDNA library using forward (5′-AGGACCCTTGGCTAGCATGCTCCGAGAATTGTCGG-3′) and reverse (5′-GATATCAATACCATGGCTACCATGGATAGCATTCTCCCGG-3′) oligonucleotides, and then cloned into the pPD95.86 vector using an In-Fusion HD cloning kit (Takara Bio) after linearizing the vector with NheI and NcoI.

#### *Prab-3::asah-1* overexpression construct

Complementary DNA to *asah-1* (1,183 bp) was amplified from an N2 cDNA library using forward (5′-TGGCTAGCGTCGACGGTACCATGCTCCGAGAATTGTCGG-3′) and reverse (5′-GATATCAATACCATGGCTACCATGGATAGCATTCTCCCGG-3′) oligonucleotides, and then cloned into a *Prab-3::nfya-1* vector (digested with KpnI and NcoI to remove the *nfya-1* sequence) using an In-Fusion HD cloning kit (Takara Bio).

#### *Pmec-4::asah-1* overexpression construct

Complementary DNA to *asah-1* (1,183 bp) was amplified from an N2 cDNA library using forward (5′-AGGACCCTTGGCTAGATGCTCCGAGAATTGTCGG-3′) and reverse (5′-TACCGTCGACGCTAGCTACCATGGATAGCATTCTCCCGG-3′) oligonucleotides, and then cloned into the *pSM::Pmec-4::unc-54 3*′*UTR* vector using an In-Fusion HD cloning kit (Takara Bio) after linearizing the vector with NheI.

#### *Pges-1::sptl-1* overexpression construct

Complementary DNA to *sptl-1* (1,378 bp) was amplified from an N2 cDNA library using forward (5′-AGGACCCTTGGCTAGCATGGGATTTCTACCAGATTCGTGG-3′) and reverse (5′-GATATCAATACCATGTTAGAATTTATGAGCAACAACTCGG-3′) oligonucleotides, and then cloned into a *Pges-1::egl-8* vector (digested with NheI and NcoI to remove the *egl-8* sequence) using an In-Fusion HD cloning kit (Takara Bio).

#### *Pges-1::sphk-1* overexpression construct

Complementary DNA to *sphk-1* (1,423 bp) was amplified from an N2 cDNA library using forward (5′-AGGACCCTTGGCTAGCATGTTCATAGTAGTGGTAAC-3′) and reverse (5′-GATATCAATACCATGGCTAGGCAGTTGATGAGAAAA-3′) oligonucleotides, and then cloned into a *Pges-1::egl-8* vector (digested with NheI and NcoI to remove the *egl-8* sequence) using an In-Fusion HD cloning kit (Takara Bio).

### UA treatment

A 10 mg ml^−1^ stock solution of UA (Sigma-Aldrich, 89797) dissolved in DMSO was prepared. UA (or DMSO for the control plates) was added to a 3.5-cm petri dish before the addition of NGM agar. All plates were freshy prepared before each experiment and used within 2 d. To reduce metabolic breakdown of UA by bacteria, 150 µl of heat-killed OP50 (65 °C for 30 min) was seeded on NGM plates (containing UA or DMSO) and dried overnight at 20 °C. A 5-µl volume of live OP50 (1/10 dilution with LB broth) was added to the dead bacteria to enable worm growth.

### S1P treatment

A 2 mM stock solution of S1P (Sigma-Aldrich, 73914) dissolved in methanol was prepared. NGM agar was poured into a 3.5 cm petri dish, to which S1P (or methanol for the control plates) was added and mixed. All plates were freshly prepared before each experiment and used within 2 d. To reduce metabolic breakdown of S1P by bacteria, 150 µl of heat-killed OP50 (65 °C for 30 min) was seeded and spread on NGM plates (containing S1P or methanol) and dried overnight at 20 °C. A 5-µl volume of live OP50 (1/10 dilution with LB broth) was added to the dead bacteria to enable worm growth.

### Ceramide treatment

Stock solutions of 0.5 mg ml^−1^ C20 (d18:1/20:0; Sigma-Aldrich, 860520P) and C22 (d18:1/22:0; Sigma-Aldrich, 860501P) dissolved in ethanol were prepared. Before seeding with bacteria, 60 µg ceramide was added to the surface of NGM plates. To reduce metabolic breakdown of ceramides by bacteria, 150 µl of heat-killed OP50 (65 °C for 30 min) was seeded and spread on NGM plates (containing ceramide or ethanol as the control) and dried overnight at 20 °C. A 5-µl volume of live OP50 (1/10 dilution with LB broth) was added to the dead bacteria to enable worm growth.

### S1P–fluorescein application

A stock solution of 1 mM S1P–fluorescein (Echelon, S-200F) dissolved in methanol was prepared. To reduce metabolic breakdown of S1P–fluorescein by bacteria, 150 µl of heat-killed (65 °C for 30 min) OP50 was mixed with S1P–fluorescein or methanol (as the control), seeded on NGM plates and used immediately once it dried.

### Microtubule drug treatment

A stock solution of 20 mM colchicine (Sigma-Aldrich, C9754) dissolved in DMSO was prepared. Colchicine (or DMSO for the control plates) was added to a 3.5 cm petri dish before the addition of NGM agar. All plates were freshly prepared before each experiment and used within 2 d. To reduce metabolic breakdown of colchicine by bacteria, 150 µl of heat-killed OP50 (65 °C for 30 min) was seeded on NGM plates (containing colchicine or DMSO) and dried overnight at 20 °C. A 5-µl volume of live OP50 (1/10 dilution with LB broth) was added to the dead bacteria to enable worm growth.

### Intergenerational experiments

P_0_ animals were treated from mid-L4 to young adult (16 h) with UA or S1P (DMSO and methanol were used the respective controls) and the worms were then transferred to untreated plates for 3 h to lay semi-synchronized eggs. The mothers were removed after laying and the progeny (F_1_ generation) were cultured on untreated plates. When the F_1_ animals reached the 1-d-old adult stage, they were transferred to new untreated plates for 3 h to lay eggs (F_2_ generation) and this was repeated for the progeny of these animals (F_3_ generation). For each generation, PLM fragility defects were scored in 3-d-old adults.

### CRISPR–Cas9 genome editing

#### Endogenous asah-1::f2a::gfp::h2b reporter

Cas9 protein, *trans*-activating CRISPR RNA and a crispr RNA (crRNA; TGGTAGATTGGATTCAACAT) from IDT were used to generate *asah-1(rp176[asah-1::f2a::gfp::h2b])*. A double-stranded DNA hybrid donor sequence of *f2a::gfp::h2b* was amplified by PCR, as described previously^54^. To facilitate the scoring of *asah-1* expression, a nuclear-localized *gfp* was inserted downstream of the *asah-1* coding region, separated by an F2A sequence that splits the endogenous ASAH-1 and GFP–H2B proteins.

#### Mutagenesis of the *asah-1* promoter

For the mutagenesis of *asah-1* promoter motifs, crRNAs and single-stranded oligonucleotide (ssODN) donors were used as follows.

CEH-60 motif: crRNA, 5′-AAAACCGGTGTGATTGATGA-3′; and ssODN, (5′-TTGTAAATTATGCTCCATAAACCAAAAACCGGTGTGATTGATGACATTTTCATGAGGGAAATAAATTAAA-3′). Mutation of the motif introduced a NotI restriction site (GCGGCCGC) to facilitate genotyping.

PQM-1 motif site: crRNA, 5′-AAGTGATAAGGAGTAAAGTG-3′; and ssODN, 5′-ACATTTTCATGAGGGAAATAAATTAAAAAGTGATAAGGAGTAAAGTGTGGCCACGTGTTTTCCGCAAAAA-3′. Mutation of the motif introduced a BamHI restriction site (GGATCC) to facilitate genotyping.

### RNAi experiments

HT115(DE3) *E. coli* bacteria expressing RNAi plasmids for specific genes or empty vector (L4440) were cultured at 37 °C for 16 h in LB broth containing 50 µg ml^−1^ ampicillin. Saturated RNAi cultures were plated on RNAi plates and dried for 24 h. L4 hermaphrodites were plated on RNAi plates and incubated for one generation at 20 °C, unless otherwise stated. Due to the potency of *rme-2* RNAi in preventing progeny survival, we diluted the *rme-2* RNAi bacteria to 10% with 90% L4440 RNAi bacteria. Dilution of *rme-2* RNAi bacteria to 10% was shown previously to reduce embryonic yolk levels^55^.

### Microscopy

Worms were anaesthetized using 20 mM sodium azide for neuroanatomical scoring and levamisole (0.1 ng μl^−1^) for fluorescence measurements. The worms were mounted on 5% agarose pads on glass slides. Images were acquired using a Zeiss Axio Imager M2 and Zen software tools. Figures were prepared using ImageJ and Adobe Photoshop and Illustrator.

### Phenotypic analysis

Phenotypic analysis of PLM neurons was performed on L1 larvae and 3-d-old adults where indicated. Axonal breaks were identified only when the distal fragment was visible. PVQ and D-type motor neuron analyses were performed on L1 and L4 larvae, respectively. All phenotypic scoring was performed at least in triplicate on independent days.

### Axon transport analysis

UNC-104::GFP and mCherry::RAB-3 pooling at the distal end of PLM neurites was scored in 3-d-old adults. All phenotypic scoring was performed at least in triplicate on independent days.

### Analysis of *asah-1* expression

Expression of *Pasah-1::gfp* and *asah-1::f2a::gfp::h2b* was imaged and measured in six pairs of intestinal nuclei from the second anterior pair backwards (the expression in the first pair of anterior nuclei was weak and inconsistent). Texas red fluorescence in each nucleus was used as background.

### Sequence alignment

Sequences of the *asah-1* promoter in nematode species were extracted from WormBase (http://www.wormbase.org) and aligned using Clustal Omega^56^.

### RNA sequencing

N2 gravid hermaphrodites were bleached with hypochlorite solution and eggs were allowed to hatch overnight in M9 buffer. The resultant synchronized L1 larvae were fed with OP50 and incubated for 34 h until they reached the L3 stage. These worms were washed from the plates with M9 buffer and exposed to UA (50 µM), DMSO (vehicle) or no treatment for 12 h. After treatment, the worms (now L4 larvae) were harvested and washed three times with M9 buffer to remove bacteria before being resuspended in TRIzol and flash-frozen in liquid nitrogen. Total RNA was extracted by phase separation with chloroform, followed by the RNeasy mini kit (Qiagen) protocol. RNase-free DNase was applied to the RNA samples to remove DNA contamination. Library preparation and sequencing on Illumina HiSeq instruments were performed by the Monash Micromon Sequencing Facility and data analysis was performed by the Monash Bioinformatics Platform. The transcriptome of five independent replicates for each group was analysed. 

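Libraries of the same batch deviated together. Across genes, which are not independent replicates, the deviations of the UA and the DMSO library of a batch from their group means had a correlation of 0.690 on average over the 5 batches (from 0.458 to 0.823). The first principal component of the 5 untreated libraries held 67.1% of their variance. The 10 genes with the most counts took between 4.58% and 5.25% of the counts of a library, and the mitochondrial genes between 0.376% and 0.509%.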

The RNA-sequencing data were converted to a per-gene read-count matrix using RNAsik pipeline v1.5.0. Briefly, single-end reads were mapped to the *C. elegans* genome (WBcel235) using STAR^57^ in splice-aware mode, duplicates were marked using Picard Markduplicates and reads were assigned to gene models (exonic only) from the WBcel235 annotation using featureCounts v1.5.2 (ref. ^58^). Genes were only considered ‘testable’ if they had at least ten read counts in a sample and at least 1.0 counts-per-million in at least three samples. 

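Of the deposited genes, 19328 had at least 1 read in any library and 15598 had at least 10 reads in at least 1 library. Every gene that reached 1 CPM in at least 3 of the 15 libraries also had 10 reads in a library. The 6504 genes that failed this filter were not tested, and the tested genes held 99.9% of all counts. Without a filter on low counts, 71 genes were called between UA and DMSO. With at least 10 reads required in every library, 13663 genes were tested and 35 were called.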

After applying this filter for testable genes, 14,037 protein-coding genes were retained. 

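The batch of a library set most of the spread between replicates. With the batch as a term in the edgeR fit, the common dispersion was 0.00253, a biological coefficient of variation of 5.03%. Without it, the common dispersion was 0.0333 and the coefficient of variation 18.3%. For perm-4, a gene of the paper's Supplementary Table 1, the paper's unadjusted p-value is 2.42e-05. The edgeR quasi-likelihood fit gave an unadjusted p of 9.27e-05 with the batch term and 0.715 without it.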

Genes that were differentially expressed between the treatment and control groups were identified using the EdgeR-quasi workflow^59^. The RNA-sequencing data are available at the Gene Expression Omnibus under the accession number GSE214425.

### cDNA preparation and qPCR

Total RNA was isolated as described for RNA sequencing but with independent samples. An iScript kit (BioRad) was used for cDNA synthesis. PowerUp SYBR Green (Thermo Fisher) was used for the qPCR. The cDNA samples from three biological replicates were run in triplicate. The relative transcript levels were normalized to the housekeeping gene *cdc-42*. The following oligonucleotide pairs were used: *asah-1* F, 5′-CTACTGTTCCTTGTGTCGGA-3′ and *asah-1* R, 5′-GTTGGAGGCATTTGTTGCA-3′; and *cdc-42* F, 5′-GACAATTACGCCGTCACAG-3′ and *cdc-42* R, 5′-CGTAATCTTCCTGTCCAGCA-3′.

### ChIP–seq data analysis

Published ChIP–seq datasets for CEH-60 (ref. ^36^) and PQM-1 (refs. ^37,60^) were used to identify binding peaks in the *asah-1* promoter using IGV^61^.

### Locomotion analysis

Worm locomotion was analysed at room temperature on day 1 and 3 adults using WormLab imaging (MBF Bioscience). NGM plates used for tracking were freshly seeded with 20 µl OP50 10 min before each experiment. Animals treated with UA or DMSO were randomly picked for tracking. Six animals were placed on each plate and their tracks were recorded for 6 min. To allow worms to adapt to the new conditions, the initial minute of tracking was not included for analysis. The average speed was calculated from the total distance moved (forwards and backwards) during the next 5 min.

### Body-length analysis

The body length of worms was analysed at room temperature on day 1 and 3 adults using WormLab imaging (MBF Bioscience). NGM plates used for body-length measurements were freshly seeded with 20 µl OP50 10 min before each experiment. Animals treated with UA or DMSO were randomly picked for measurement. Six animals were placed on each plate for imaging and their body length was automatically measured by the WormLab software.

### Statistics and reproducibility

Parameters such as the *n* value, mean ± s.e.m. and significant *P* values are reported in the figures, figure legends and Source Data. Significance was defined as *P* < 0.05.

Statistical analysis was performed in GraphPad Prism (v9.5) using an ANOVA, followed by Dunnett’s or Tukey’s multiple comparison tests for three or more conditions. An unpaired Student’s *t*-test was performed if the comparison was for two conditions. All experiments were performed with at least three independent biological replicates, with similar results (unless specified otherwise in the figure legends); the investigator was blinded to the genotype. No statistical method was used to pre-determine sample size. No data were excluded from analysis. The experiments were not randomized.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41556-023-01195-9.

## Supplementary information

Reporting Summary

Peer Review File

Supplementary Tables 1 and 2 Supplementary Table 1. RNA-sequencing data. Table 2. *C. elegans* strains used in this study.

## Data Availability

The RNA-sequencing data obtained in this work have been deposited at NCBI Gene Expression Omnibus under the accession number GSE214425. Previously published ChIP–seq datasets for the transcription factors CEH-60 and PQM-1 that were re-analysed here and used to identify binding peaks in the *asah-1* promoter using IGV are available under the accession codes GSE112981 and GSE25811. All data are available in the main text or the extended data. Source data are provided with this paper.

## Source data

Source Data Figs. 1–7 and Extended Data Figs. 1, 2, 5, 6 and 8. Statistical source data for Figs. 1–7 and Extended Data Figs. 1,2,5,6,8.

# Supplementary material for: An intestinal sphingolipid confers intergenerational neuroprotection
**Source:** Nat Cell Biol. 2023 Aug 3;25(8):1196–207. doi: 10.1038/s41556-023-01195-9
**Supplement:** Supplementary file 1 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ ☐ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

**Data collection** Wormbase (www.wormbase.org, release WS285), Zeiss Zen (v2.0) software, Fiji software (v2.0.0), Wormlab (WL-15) software (MBF Bioscience).

**Data analysis** Data analysis was performed using:  
 GraphPad Prism v9.5  
 Integrated Genomics Viewer v2.12.2  
 featureCounts v1.5.2  
 RNAsik pipeline v1.5.0  
 STAR v2.5.2b  
 Picard Markduplicates v2.18.0  
 EdgeR-quasi v3.26.8

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

RNA sequencing data obtained in this work has been deposited at NCBI under the GEO accession number GSE214425. Previously published ChIP-seq datasets for CEH-60 and PQM-1 TFs that were re-analyzed here and were used to identify binding peaks in the asah-1 promoter using IGV are available under accession codes GSE112981 and GSE25811. All data are available in the main text or the extended data. Source data have been provided in Source Data.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

|                             |     |
|-----------------------------|-----|
| Reporting on sex and gender | N/A |
| Population characteristics  | N/A |
| Recruitment                 | N/A |
| Ethics oversight            | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | <p>Sample size was based on previous experiments and prior literature using similar experimental paradigms:</p> <p>Reference for nervous system analysis:<br/>Neumann, B. &amp; Hilliard, M.A. Loss of MEC-17 leads to microtubule instability and axonal degeneration. Cell Rep 6, 93-103 (2014). doi: 10.1016/j.celrep.2013.12.004.<br/>Norgaard, S., Deng, S., Cao, W. &amp; Pocock, R. Distinct CED-10/Rac1 domains confer context-specific functions in development. PLoS Genet 14, e1007670 (2018). doi: 10.1371/journal.pgen.1007670</p> <p>Reference for expression analysis:<br/>Rasoul Godini and Roger Pocock. Characterization of the Doublesex/MAB-3 transcription factor DMD-9 in Caenorhabditis elegans. G3 (Bethesda). 2023 Feb 9;13(2):jkac305. doi: 10.1093/g3journal/jkac305.</p> |
| Data exclusions | No data was excluded.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Replication     | All data were generated over multiple days and in triplicate, with all replication attempts successful.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Randomization   | Experiments were not randomized and controlling covariates was not necessary. In all experiments, control vs. experimental samples were analyzed in parallel. For functional analysis, groups were allocated based on genotype, confirmed by PCR or based on fluorescent marker expression for rescue strains.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Blinding        | Study was blinded unless mutant phenotypes were easily observable.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Caenorhabditis elegans hermaphrodites were used - see attached strain list for full details. The stage of animals imaged/analysed were L4 larvae, 1-day, 2-day or 3-day adults (depending on the experiment). Specific ages are described in the methods and specific Figure legends. Hermaphrodites and males were used to generate new strains via crossing. |
| Wild animals            | The study did not involve wild animals.                                                                                                                                                                                                                                                                                                                        |
| Reporting on sex        | Hermaphrodites were solely used in our analysis. This is except for analysis of embryos and early larval stages where the sex could not be categorically determined, however, males are 0.1% of the population so extremely rare.                                                                                                                              |
| Field-collected samples | This study did not involve samples collected from the field.                                                                                                                                                                                                                                                                                                   |
| Ethics oversight        | No ethical guidance was required as this was a C. elegans study.                                                                                                                                                                                                                                                                                               |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

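RNA-seq libraries of wild-type L4 larvae exposed for 12 h to 50 µM UA, to DMSO or to no treatment were analysed, with 5 libraries in each of the 3 groups. The authors mapped single-end reads to the WBcel235 genome with STAR, marked duplicates with Picard, counted reads on exons with featureCounts within the RNAsik pipeline and deposited the raw count of each gene in each library. The table holds 20541 genes and 15 libraries, and the counts were not normalized. The counts of all 49 genes listed in the paper's Supplementary Table 1 are identical in both places. The strandedness of the libraries and the handling of reads that map to several genes are not named in the paper's text, so genes that overlap others or belong to families of close copies are uncertain. Total counts ranged from 12485842 to 27474535 per library. The UA library of batch 5 had the lowest total and gives the least precise values.

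Groups and replicate numbers were taken from the sample labels, in which the replicate number is the batch. The numbers pair the libraries: the UA and the DMSO library of each batch deviated together from their group means, with correlations from 0.458 to 0.823 across genes. The paper's text does not name a batch term. Without it, 12 of the 49 genes of Supplementary Table 1 had an unadjusted p over 0.05, and the average expression in that table is the mean over all 15 libraries, so the batch term and all libraries were used.

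Genes were tested when they had at least 10 counts in at least 1 library and at least 1 CPM in at least 3 libraries, the paper's filter, which left 14037 genes. Counts were fitted with edgeR 4.0.16 in R 4.3.3: TMM factors, tagwise dispersions, the quasi-likelihood fit and test of older edgeR versions without the robust option, and a design of group and batch. The contrasts were UA against DMSO, UA against untreated and DMSO against untreated. A gene was called at a Benjamini-Hochberg adjusted p under 0.02. Standard errors were computed as the size of the log2 fold change divided by the square root of the F statistic. CPM values use TMM library sizes, and log2 CPM for the differences by batch uses a prior count of 2. For asah-1, exact two-sided permutation and sign-flip tests of log2 CPM were added. A total of 7 gene lists were tested with camera of limma 3.58.1 at a correlation of 0.01, adjusted over the 7 lists: the cyp, ugt, gst, msp and col families, the yolk genes vit-1 to vit-6, and genes of sphingolipid metabolism. Of 37 list genes named singly, 33 were found by name and 4 by gene ID under another name.

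The rule for the genes named in the text took asah-1, the genes the paper names, and the genes past the threshold that lay on the same side in all 5 batches: the 5 largest and 5 smallest log2 fold changes of UA against DMSO, and the 3 largest and 3 smallest of the other contrasts. The sphingolipid genes, acs-2, K11D2.1, unc-101, F59B2.12 and the uncalled genes of Supplementary Table 1 are named besides, outside this rule. The tests were checked on counts simulated from these libraries with 200 changed genes: the fit recovered 54% of 50 genes changed by 0.3 on the log2 scale, 84% of 50 changed by 0.6, and all 50 changed by 1.2 and by 2.4. The 174 calls made the limit on p less strict than in the real data, so these shares are upper estimates.

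The alternatives tried were DESeq2 1.42.0 with its size factors, RLE factors, the quasi-likelihood method of edgeR 4, its robust option, no filter, at least 10 counts in every library, only the libraries of the groups compared, no batch block, counts thinned to the smallest library, a false discovery rate of 0.05, and leaving out each batch and each library. For each contrast 100 splits of its 10 libraries were refitted, and the 16 exchanges of labels within batches. The shared control was simulated 20 times with unchanged groups, and 20 times each with UA effects scaled by 0.7, which gave about the observed number of calls, beside an unchanged DMSO group or the same effect in DMSO. Positions of genes come from the WBcel235 annotation, in which 20194 of the 20541 gene identifiers were found. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The sequences of primers and motifs were not analysed here, and neither were the imaging and ChIP–seq data of the paper.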

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

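In this part, several tests were chosen only after the result was seen. They were the tests of the vehicle and of the shared untreated libraries with their simulations, and the fits with a timing covariate. The tests of mislabelling, missing exposure and depth of the UA library of batch 4 were also chosen then.

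In 2 of 93 groups of 5 libraries 1 library stood apart from the other 4, where chance gives 4.65. F17B5.1 was at 10.2 CPM in the untreated library of batch 4 and between 5.51 and 6.65 CPM in the other untreated libraries. The count of cyp-35A3 was 58.4 CPM in the DMSO library of batch 4 and between 40.8 and 45.1 CPM in the other DMSO libraries. No explanation was tested for either, and the number of such libraries is within chance. In the 15 fits that left out a batch or a library, the decrease of cyp-35A3 between UA and DMSO stayed past the threshold in all, and the increase of F17B5.1 in 6.

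The paper's text compares UA with DMSO, and the untreated libraries show further differences. Between UA and untreated larvae 147 genes were called, 68 higher and 79 lower. Among the higher genes, the largest changes that held in all 5 batches were F44G3.2 (log2 fold change 1.17), cyp-33D3 (1.15) and C14C6.12 (1.08). Among the lower ones they were cyp-35A3 (-2.27), cyp-35A4 (-2.23) and dhs-23 (-2.12). The annotation lists C14C6.12 as a pseudogene and its counts were between 7 and 34, so it is uncertain. Of the 38 genes called between UA and DMSO, 27 were called here too, 26 of them in the same direction. For 36 of the 38 genes the direction was the same against both controls. This carries no information, since 20 simulations without any effect gave a median of 36 for the shared UA libraries.

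In 2 of 100 splits of the 10 UA and untreated libraries, as many genes were called as in the real one. The other split exchanged only the UA and the untreated library of batch 4 and gave 222 calls, more than the real labels, in the same blocked fit. Both lay among the 13 drawn splits that part all 5 pairs, and they were the only 2 of the 16 exchanges within batches with as many calls. A timing axis was taken as the first principal component of the untreated libraries. No stage marker was used to test whether it follows development. With the position of each library on this axis as a covariate, 193 genes were called and 145 of the 147 remained. This argues against a shift along the axis as the whole cause. Without the UA library of batch 5, the least deeply sequenced one, 99 genes were called, a count just above the limit of 147 divided by 1.5 set for this test. The vehicle is a candidate explanation for a part. Among the 147 genes the change with DMSO was 0.518 of that with UA (median), and 24 had a ratio above 0.8. In 20 simulations with an unchanged DMSO group and UA effects scaled to give about as many calls (129 to 191), the ratio was 0.0748 to 0.155. With the same effect in both groups it was 0.830 to 0.913, which argues against the vehicle as the whole cause. The DMSO change had the direction of the UA change for 89.1% of the genes, against 64.7% to 76.7% with the unchanged DMSO group, so the shared untreated libraries are argued against as the whole cause. Across all genes the correlation of both changes was 0.439. It lay above the simulations with an unchanged DMSO group (0.331 to 0.369 with scaled effects, 0.376 to 0.418 with effects in the called genes only) and below those without any effect (0.467 to 0.501), so it depends on the simulated effects and decides nothing. The biological explanation that the design names, exposure to UA, stays open beside the vehicle and the library of batch 4.

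The UA library of batch 4 stood apart from the other UA libraries. Without it, 396 genes were called against untreated and 162 against DMSO, while 154 were called against untreated without the untreated library of batch 4. Of the 162 genes, 86 (53.1%) lay on the other side of DMSO in batch 4. For the other UA libraries, this share was between 0% and 20.4% of the genes called without them. One gene that shows it is acs-2, chosen after its values were seen, which differed between UA and DMSO by -0.71, -0.77, -0.40, 0.87 and -0.25 in batches 1 to 5. Of the 38 genes with the smallest p-values in the fit without it, 19 lay on the same side in batch 4, against 29 to 36 for the other UA libraries in the fits without them. These genes were chosen by leaving that library out, so the genes it opposes enter by that choice. All 38 genes called with every library, chosen with it, lay on the same side in batch 4. A mislabelled library therefore cannot be told apart from another cause by these counts. A library of larvae without UA is argued against by the summed count of the cyp-35A genes, whose log2 change from DMSO to UA was -2.10 in batch 4, the largest of the 5 batches. Low depth is argued against by its total of 24242042 counts. Across genes, the difference of batch 4 from the other batches correlated with the timing axis by -0.14. This argues against a shift along that axis as the whole cause, but cannot exclude a timing difference that the axis does not hold. A part played by timing stays open: batch 4 had the largest correlation of the UA change with the timing axis (-0.25), and its UA library had the largest shift along it, by -0.26 from DMSO and by -0.32 from untreated. A library of other UA-exposed larvae and a difference in the larvae or their handling in batch 4 stay open and cannot be separated here.

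Between DMSO and untreated larvae 17 genes were called, 12 higher and 5 lower, and 16 of them lay on the same side in all 5 batches. Among the genes on the same side in all 5 batches, the largest increases were ilys-2 (log2 fold change 1.57), ugt-1 (0.97) and dod-24 (0.71), and the largest decreases were grd-11 (-0.75), R11D1.3 (-0.66) and Y54G2A.10 (-0.62). The remaining gene, F59B2.12, had a larger log2 fold change (2.00) but was higher in 4 of 5 batches, with counts from 2 to 88. The exons of Y54G2A.10 overlap a tRNA and a non-coding RNA, and those of grd-11 a gene on the opposite strand. Of the 100 splits of the DMSO and untreated libraries, 1, the real one, gave as many calls, and the largest number in another split was 2. Only 13 of these splits part all 5 pairs. Among the 16 exchanges within batches the real labels alone gave as many calls, a share of 0.0625, the smallest possible. With the timing covariate 24 genes were called and 15 of the 17 remained. Without the batch block 0 genes were called, with 157 genes at an unadjusted p under 0.05. An effect of the vehicle is a hypothesis that the count of 17 may reflect, and handling of the DMSO plates was not tested apart from it.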

How the results depend on the processing

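The alternatives here were set before the data were examined, except the timing covariate, which was chosen after seeing the data. The test of all gene biotypes was not run. The paper describes the genes it tested as protein-coding, although the annotation used here lists C14C6.12 as a pseudogene.

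The number of genes called between UA and DMSO was 38. It was 40 with RLE factors, 39 with edgeR 4's quasi-likelihood method, 46 with the robust option, 35 with 10 counts in every library, 40 with only the 10 libraries of both groups, 35 with thinned counts and 30 with the timing covariate. It moved to 61 with DESeq2, to 71 without a filter on low counts, to 77 at a false discovery rate of 0.05 and to 10 without the batch block. The 38 genes were included in the 61, the 71 and the 77, and the thinned counts kept 27 of them. With 1 batch or library left out it ranged from 17 to 162, with 162 without the UA library of batch 4 and 17 without batch 5. It was 116 without batch 4, 25 without batch 1, and 23 and 25 without the DMSO libraries of batches 4 and 5. For the UA library of batch 4, mislabelling, missing UA, depth and a shift along the timing axis were tested. For the other changes in number the cause was not tested.

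Against untreated, the count for UA of 147 moved to 79 with only the 10 libraries of both groups and to 12 without the batch block, and ranged from 71 to 396 with a batch or library left out. It was 71 without batch 1, 378 without batch 4 and 396 without the UA library of batch 4. The count for DMSO of 17 moved to 26 with DESeq2, 35 without a filter, 73 with only the 10 libraries, 30 at a false discovery rate of 0.05 and 0 without the batch block, where 157 genes had an unadjusted p under 0.05. With a batch or library left out it ranged from 9 to 31, with 31 without batch 4 and 9 without batch 5, without its untreated library or without the DMSO library of batch 3. Apart from the UA library of batch 4, the cause was not tested.

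The log2 fold change of asah-1 between UA and DMSO was 0.30 in the reported fit and lay between 0.27 and 0.30 in 10 other settings, with adjusted p-values from 0.00182 to 1.00. It lost the threshold with only the 10 libraries (0.30, adjusted p = 0.0470), without the batch block (0.30, adjusted p = 1.00), with thinned counts (0.27, adjusted p = 0.0520) and with the timing covariate (0.29, adjusted p = 0.0534). With a batch or library left out it ranged from 0.22 to 0.35, and 12 of 15 fits were no longer past the threshold, among them that without batch 5 (adjusted p = 0.121). It was 0.22 without batch 1 and 0.35 without batch 4. Against untreated it was past the threshold in 9 of 10 other settings, and not without the batch block (0.47, adjusted p = 0.0590). The difference of DMSO from untreated was past it in none of the settings, with adjusted p-values of 0.0714 or more.

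The blocked and unblocked values also differ for the msp family, whose median log2 change was -0.12 without the block with an adjusted p of 0.198. With the estimated correlation of camera, the cyp family kept its call (adjusted p = 0.0239) and the msp family (median -0.13) and the col family (median -0.13) lost theirs, both at 0.0830. With fry all 3 were kept. The yolk genes passed the threshold in 1 fit, without batch 3 (median -0.37, adjusted p = 0.000686), and ranged from -0.37 to -0.14 across the fits without a batch. With the timing covariate their median was -0.048 (adjusted p = 0.969). The median of the gst family, 0.0057, reversed with the timing covariate (-0.014) and without batch 1, 2 or 4, with a range from -0.010 to 0.027 across the 5 fits without a batch. The correlation of the UA against DMSO changes with the timing axis was -0.24. With the axis from the DMSO libraries, the changes of UA against untreated were used instead and gave -0.087. On the axis from the untreated libraries these changes gave -0.094, so the change of axis moved the value little.

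For 33 named genes in a contrast, 789 values were computed under the alternatives. The result was the same in 688, lost the threshold in 93 and reversed in 8. The reversed ones were small changes: rme-2 without batch 4 (0.0013; range -0.077 to 0.0013), pqm-1 without batch 3 (0.019) or its UA library (0.034), and mec-17 with thinned counts (-0.014), without batch 2 (-0.015) or its DMSO library (-0.011), and without the UA libraries of batch 1 (-0.0064) and 2 (-0.0034). With a batch or library left out, mec-17 ranged from -0.015 to 0.058.

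In counts simulated with the depth and number of these libraries, 54% of the genes changed by 0.3 were called. The simulation made 174 calls, so its limit on p was less strict than with the real calls and this share is an upper estimate. Thinning every library to the total of the smallest one raised the adjusted p of asah-1 past 0.02, with a standard error of 0.062 in place of 0.057.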

Differences from the paper's values

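None of the values in this part rests on a test chosen after the result was seen.

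The paper's Supplementary Table 1 lists 8 genes that are higher in UA, and 5 were called higher here. Among the alternatives set before the data were examined, the robust option of edgeR and the fit of only the 10 libraries gave 8, DESeq2 gave 9, and the fits without the UA library of batch 2 or of batch 3 gave 7 and 8, all within 1.5 times the paper's number. The others gave less or more: 5 with RLE factors, with edgeR 4's quasi-likelihood method and with 10 counts in every library, 3 with thinned counts, 19 without a filter, 22 at a false discovery rate of 0.05, 0 without the batch block (343 genes in both directions had an unadjusted p under 0.05), and from 1 to 62 in the other fits that left out a batch or a library.

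The paper states 49 dysregulated genes, and 38 of them were called here. The 11 others were W05B2.7, perm-4, Y41C4A.11, ugt-41, ZK1058.5, F10C2.3, col-106, C45B2.1, R10H10.3, col-12 and D2063.1, with adjusted p-values from 0.0204 for W05B2.7 to 0.151 for C45B2.1 and the paper's direction in each case. Settings that called some of the 11 were RLE factors (2), DESeq2 (6), edgeR 4's quasi-likelihood method (1), the robust option (7), no filter on low counts (10), only the 10 libraries (2) and thinned counts (4). A false discovery rate of 0.05 called all of the 11 except col-106 and C45B2.1. Up to 6 of the 11 were called in the fits that left out a batch or a library. C45B2.1 was called in none of the settings. Of the 49 genes, the total called was 44 with DESeq2, 43 with the robust option and 48 without a filter. It was 47 at a false discovery rate of 0.05.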

Other observations

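In this part, the tests of the cyp-35A copies, of read-through from K11D2.1 and of intestinal RNA were chosen only after the result was seen. So were the fits with the timing covariate.

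In 1 of 100 splits of the 10 UA and DMSO libraries, the real one, 38 or more genes were called, and the largest number in another split was 4. Only 13 of these splits part all 5 pairs, so 1 in 100 overstates what the paired design can show. Of the 16 exchanges within batches, only the real labels gave as many calls and the others gave 0. This share of 0.0625 is the smallest that the exchanges can give. With the timing covariate 30 genes were called and 24 of the 38 remained. A shift along the timing axis is therefore argued against as the whole cause, while the call of asah-1 was among those lost. Without the UA library of batch 5, of low depth, 26 genes were called. This is just above the limit of 38 divided by 1.5 set for this test, so a part played by that library stays open. The median exonic length of the 38 genes was at the 52.3 percentile of the tested genes, which argues against gene length as the cause of these calls. Across all tested genes with a length, the log2 fold change correlated with log2 length by 0.166, with a positive sign in 4 of 5 batches, so a weak trend with length stays open.

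All 8 tested cyp-35 genes were lower in UA than in DMSO, and 5 of them were called. Reads split between the cyp-35A copies could shift counts from one copy to another but would leave their sum in place. The summed count of the 5 cyp-35A genes fell in 5 of 5 batches, with a mean log2 change of -1.67 (SD 0.40, n = 5), from 199 ± 32.1 CPM with DMSO to 63.0 ± 13.9 CPM with UA, so this explanation is argued against for the family as a whole. Which copies changed stays uncertain. A biological effect of UA on these genes is a hypothesis.

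Read-through from K11D2.1, which lies just upstream on the same strand, would raise both, but K11D2.1 changed by -0.18 (standard error 0.13), and asah-1 rose above it in 5 of 5 batches. A larger share of intestinal RNA in the UA libraries could raise asah-1 together with the yolk genes. Their median log2 change was -0.28 and 6 of 6 were lower, and against untreated larvae their median was -0.42 with 6 of 6 lower. Over the batches the median was -0.45, -0.21, 0.25, -0.49 and -0.08, and asah-1 rose above it by 0.50 on average (SD 0.42, n = 5), more than 2 standard errors, in 4 of 5 batches. This argues against a larger intestinal share as far as the yolk genes stand for the intestine. The argument is weaker with the timing covariate, where the yolk median was -0.048 (adjusted p = 0.969, camera) and the change of asah-1 was 0.29. The rule was changed after the values were seen: at 1 standard error from 0 the yolk genes argued against this explanation, at 2 they left it open, and the comparison with asah-1 given here was set last. Exposure to UA remains the biological explanation that the design names.

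Of the 7 gene lists, 3 were lower in UA than in DMSO by camera with a preset correlation of 0.01: the cyp family (59 genes, median log2 change -0.14, adjusted p = 9.88e-10), the msp family of major sperm proteins (28 genes, -0.13, 6.01e-10) and the col family of collagens (115 genes, -0.13, 3.83e-11). Of their genes 46, 26 and 98 were lower. A part of the msp and col differences lies in the DMSO libraries: against untreated larvae the medians were 0.085 for msp and 0.053 for col with DMSO (26 of 28 and 94 of 115 genes higher), and -0.050 and -0.075 with UA. The study's table holds 12 of the cyp and 2 of the col genes, so those lists are not independent of it. Without that table's genes the cyp median was -0.079 (adjusted p = 0.00645). The ugt family (57 genes, 0.03, adjusted p = 0.399), the gst family (33 genes, 0.0057, 0.842), the yolk genes (6 genes, -0.28, 0.168) and the sphingolipid genes (22 genes, 0.04, 0.236) did not pass the threshold of 0.05. A p as small was found in 1 of 100 splits for the cyp family, 2 for msp, 6 for col, 57 for ugt, 88 for gst, 52 for the yolk genes and 38 for the sphingolipid genes, so the col result is within what other splits give. Only 13 of these splits part all 5 pairs, and among them the number was 1 for cyp, 1 for msp and 2 for col. A share of 1 in 13 is the smallest possible there and cannot fall below 0.05, so the cyp and msp results are not set apart by these splits either.

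The msp and col families vary with larval stage, and a difference between the groups along the timing axis was tested. With the timing covariate the msp family kept 79.9% of its median change and the col family 55.2%. A shift along this axis may therefore account for a part and is argued against as the whole cause. The log2 fold changes of UA against DMSO correlated across genes with the timing axis by -0.24 (SD over batches 0.143). Of the 16 exchanges of labels within batches, 4 gave a correlation as large, so a difference in timing was not shown.

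Of the 22 tested genes of sphingolipid metabolism, 14 were higher and 8 lower in UA. The list holds 23 genes, and asm-3 was not tested because it failed the filter on low counts. Its counts were 2 to 9 with DMSO and 7 to 30 with UA, so a change in it was not judged. Adjusted over the list alone, 2 had a p under 0.05: asah-1 (0.000948) and sms-3 (log2 fold change -0.22, 0.0271, against 0.124 over all genes tested). Over all genes tested, 1 passed the threshold, asah-1. The paper chose asah-1 from these libraries, so the first count is not independent evidence.

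Other genes that the paper names were not called between UA and DMSO by edgeR. The log2 fold changes were 0.07 for asah-2, 0.12 for W02F12.2, -0.02 for sptl-1, 0.03 for sphk-1, -0.03 for rme-2 and -0.02 for hrde-1. They were -0.03 for pqm-1, -0.12 for ceh-60, 0.07 for znfx-1, 0.02 for mec-17 and 0.17 for lon-2, which had the lowest adjusted p of these 11 genes (0.208) and was higher in 5 of 5 batches. The exons of asah-2, W02F12.2, ceh-60 and mec-17 overlap a gene on the opposite strand.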
